# UV induced ubiquitination of the yeast Rad4–Rad23 complex promotes survival by regulating cellular dNTP pools

**DOI:** 10.1093/nar/gkv680

**Published:** 2015-07-06

**Authors:** Zheng Zhou, Neil Humphryes, Patrick van Eijk, Raymond Waters, Shirong Yu, Rolf Kraehenbuehl, Edgar Hartsuiker, Simon H. Reed

## Abstract

Regulating gene expression programmes is a central facet of the DNA damage response. The Dun1 kinase protein controls expression of many DNA damage induced genes, including the ribonucleotide reductase genes, which regulate cellular dNTP pools. Using a combination of gene expression profiling and chromatin immunoprecipitation, we demonstrate that in the absence of DNA damage the yeast Rad4–Rad23 nucleotide excision repair complex binds to the promoters of certain DNA damage response genes including *DUN1*, inhibiting their expression. UV radiation promotes the loss of occupancy of the Rad4–Rad23 complex from the regulatory regions of these genes, enabling their induction and thereby controlling the production of dNTPs. We demonstrate that this regulatory mechanism, which is dependent on the ubiquitination of Rad4 by the GG-NER E3 ligase, promotes UV survival in yeast cells. These results support an unanticipated regulatory mechanism that integrates ubiquitination of NER DNA repair factors with the regulation of the transcriptional response controlling dNTP production and cellular survival after UV damage.

## INTRODUCTION

DNA repair is central to the maintenance of genome integrity (1). A number of DNA repair mechanisms remove genetic damage by excising the lesion and replacing these regions of the DNA using the complementary strand as a template for repair synthesis. These mechanisms rely upon the regulated production of the building blocks of DNA, the deoxyribonucleotide triphosphates [dNTPs] (2,3). The cell strictly regulates the levels of dNTPs, which involves the production of dNTPs from NTPs, controlled by the ribonucleotide reductase (RNR). This process replenishes the dNTP pools following their incorporation into DNA.

Previously, we identified an E3 ubiquitin ligase comprised of the SOCS box domain Rad7 protein and RING domain Rad16 protein. These components of the yeast global genome nucleotide excision repair [GG-NER] pathway were found in complex with Elongin C and Cullin 3 forming a novel Cullin-RING-Ligase (CRL) referred to as the GG-NER E3 ligase (4). Together with transcription coupled nucleotide excision repair [TC-NER], these two pathways are responsible for repairing the non-transcribed and transcribed regions of the genome respectively (5). We revealed that the GG-NER E3 ligase complex enhanced UV survival via ubiquitination of the Rad4 protein. Rad4 is a member of the Rad4–Rad23 heterodimer, the yeast homologues of human XPC-hHRAD23B, which is the established DNA damage recognition factor involved in sensing damage during NER (6–9). Our results showed that the enhanced UV survival associated with the GG-NER E3 ligase complex was dependent on the UV induced ubiquitination of Rad4, but not its subsequent degradation (4,10,11). Of particular importance with regard to the present study is that the effect of the GG-NER E3 ligase on NER and UV survival is masked by the presence of Rad23. Moreover, we demonstrated that the effect of the E3 ligase on DNA repair is dependent on *de novo* protein synthesis (4). These findings revealed the presence of two redundant pathways contributing to DNA repair and UV survival: Pathway I dependent on the Rad23–19S proteasome interaction involving pre-existing proteins; and Pathway II requiring *de novo* protein synthesis, which is dependent on the UV induced ubiquitination of Rad4 within the Rad4–Rad23 complex by the GG-NER E3 ubiquitin ligase (4,12). Our results showed that inhibition of Pathway II by addition of cycloheximide, which inhibits translation of mRNA, causes UV sensitivity and inhibition of NER (4). This suggests that the GG-NER E3 ubiquitin ligase might regulate a component of the transcriptional response to DNA damage via the ubiquitination of the Rad4–Rad23 damage sensor.

To investigate this we initially conducted genome-wide microarray based gene expression profiling on different combinations of *RAD4* and *RAD23* deleted strains, to identify the genes whose expression is affected by the Rad4–Rad23 complex in the absence of UV damage. It is known that all Rad4 exists in a heterodimeric complex of Rad4–Rad23 (13–15). However, it is also established that the two single mutants have a variety of pleiotropic phenotypes, including differences in UV survival and lesion removal during NER (16,17). A Rad4 mutant is much more UV sensitive than a Rad23 mutant for example, and is also completely defective in NER, rather than the partial defect associated with *RAD23* deletion (16,18). Furthermore, Rad23 is far more abundant in the cell than Rad4, meaning that most of Rad23 does not exist in a complex with Rad4 (14,19). Indeed, Rad23 is also reported to be an accessory component of the 19S proteasome (15,20–23), and has a range of functions outside of NER, for example in spindle pole body duplication (24) and protein shuffling to the proteasome (23). In order to identify which of these genes are specifically regulated by the GG-NER E3 ligase, we introduced a GG-NER E3 ligase mutation referred to as *psocs*, which specifically fails to ubiquitinate Rad4 in response to UV (4). This enabled identification of the genes regulated by these complexes in response to DNA damage.

Our analysis revealed that ubiquitination of Rad4 by the GG-NER E3 ligase specifically regulates genes involved in the RNR pathway. In order to examine how Rad4–Rad23 might regulate the expression of these genes, we considered whether or not they bind directly to their promoters, since we noted that many of the genes we identified contained common regulatory elements. Chromatin IP showed that the Rad4–Rad23 complex associates with the promoter chromatin of some of these genes. Furthermore, in wildtype cells, UV induced DNA damage results in loss of occupancy of Rad4–Rad23 from these regulatory regions. This loss of occupancy is dependent on the ubiquitination of Rad4 by the GG-NER E3 ligase and is necessary for regulation of gene expression. This subsequently controls the expression of *DUN1* and some of its key downstream targets including the RNR pathway genes. This promotes the regulation of optimal dNTP levels in the cell by controlling the conversion of NTPs into dNTPs required for DNA repair synthesis (2,3). Finally, we show that the physiological role of this novel regulatory pathway is to ensure adequate production of UV induced dNTPs to enhance cell survival following DNA damage. Our results provide insight into a novel regulatory mechanism showing how NER factors regulate the transcriptional response that controls the production of dNTPs following DNA damage.

## MATERIALS AND METHODS

### Yeast strains and plasmids

Research Genetics parental strain BY4742, BY4742*rad23Δ*, BY4742*rad4Δ* and BY4742*rad7Δ* strains were obtained from Euroscarf. The double mutant *rad23Δrad4Δ* was derived from BY4742*rad23Δ* by replacing *RAD4* with a *HIS3* marker fragment. Creation of the Rad7 SOCS box mutation was described previously. Two point mutations were made, resulting in the amino acid substitutions L168A and C172A within the conserved SOCS box domain (4). The *RAD23* gene of BY4742*rad7*Δ was replaced by a *URA3* marker fragment to generate the double mutant *rad7*Δ*rad23*Δ. The triple mutant *rad7*Δ*rad23*Δ*sml1*Δ was derived from *rad7*Δ*rad23*Δ. Then pRS314 containing the *RAD7* gene and SOCS box mutated *RAD7* were introduced to *rad7*Δ*rad23*Δ*sml1*Δ respectively to produce the *pRAD7*Δ*rad23*Δ*sml1*Δ and *psocs*Δ*rad23*Δ*sml1*Δ strains. The data sets for the Rad4/Rad23 arrays can be found at:

http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE11871

The data sets for the psocs/rad23 arrays can be found at:

http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE23204

### *In vivo* cross-linking and sonication of chromatin extracts

Cells were grown to a density of 2-4 × 10^7^ cells/ml, and 2.8 ml of 37% formaldehyde was added to 100 ml of the culture medium (containing at least 2 × 10^9^ cells). The mixture was incubated at room temperature for 20 min with occasional swirling to allow efficient DNA and protein cross-linking. The cross-linking reaction was terminated by adding 5.5 ml of 2.5 M glycine to a final concentration of 0.125 M. Cells were collected by centrifugation and washed with ice-cold PBS buffer and ChIP lysis buffer. Cells were resuspended in 500 μl of ChIP lysis buffer supplemented with 12.5 μl of 20% sodium dodecyl sulphate (SDS) and 12 μl of 100x protease inhibitors. After 0.5 ml glass beads were added to this solution the mixture was vortexed at 4°C for 10–15 min. The cell lysate was carefully collected by centrifugation. Next, the cell lysate was sonicated by a Diagenode sonication system at the high output rate for 3–4 min (6–8 × 0.5 min on/0.5 min off cycle). The sonicated cell lysate was spun down at 13,200 rpm for 15 min at 4°C. The supernatant (chromatin extract) was finally transferred to a clean tube and stored at -80°C until further use.

### Chromatin immunoprecipitation (ChIP)

Protein A beads were washed twice with ChIP lysis buffer and then equilibrated with the same buffer supplemented with 0.1% BSA and 40 μg/ml single strand salmon sperm DNA for 3 h at 4°C. Next, 50 μl of chromatin extracts were added to 500 μl of ChIP binding buffer (i.e. ChIP lysis buffer supplemented with 0.25% SDS and 1x protease inhibitors), after which the solution was incubated with the equilibrated protein A beads. After removal of the protein A beads by centrifugation, the chromatin immunoprecipitation was carried out by adding 1–5 μl of antibody to this cleared solution and incubating at 4°C overnight. In the following step 20–30 μl of protein A beads slurry (ChIP lysis buffer washed twice) was added to the solution and incubated for 2–3 h at 4°C. The protein A beads were quickly spun and washed successively with ChIP lysis buffer, ChIP lysis buffer with 500 mM NaCl, LiCl solution and TE buffer.

The protein A beads were incubated with 250 μl elution buffer at room temperature for 10 min. Then, the supernatant was collected by centrifugation. The pellet was eluted again. The eluates were pooled and incubated at 65°C overnight to reverse the cross-linking.

Subsequently, the elution was treated with ribonuclease A and proteinase K and the DNA was purified by phenol/chloroform extraction or PCR purification kit (QIAGEN). In order to precipitate the DNA, 100 μg glycogen, 1/10 volume of 3 M sodium acetate (pH5.2) and 2 volumes of ethanol were added to the solution. The precipitated DNA was resuspended in 50–100 μl TE buffer and stored at -20°C.

### Determination of dNTP and NTP levels from yeast cells

Yeast cultures were grown in SD synthetic minimal medium (2% dextrose, 0.67% yeast nitrogen base) supplemented with 770 mg/l complete supplement mixture lacking histidine (CSM-his, Formedium) at 30°C to a density of 1 × 10^7^ cells/ml and collected by centrifugation at a 3.300 g. The untreated cells were kept aside while the cells for UV irradiation were resuspended in SD without supplement to a density of 2 × 10^7^ to 3 × 10^7^ cells/ml. This cell suspension was irradiated in 50 ml aliquots in Pyrex round dishes (135 mm diameter) in a CL-1000 Ultraviolet Crosslinker (UVP) with 20 J/m^2^ of UV-light (254 nm) at room temperature. The medium of the irradiated and unirradiated cells was supplemented by the addition of CSM-his. After treatment the cells were incubated in a shaker at 30°C for 3 h in the dark.

A total of 4 × 10^9^ to 1 × 10^10^ of unirradiated or irradiated cells were collected by filtration through AAWP nitrocellulose membranes (47 mm, 0.8 μm, Millipore). Nucleotide extraction and separation of dNTP and NTP on boronate columns was performed as described in (25). Eluates containing purified dNTPs were adjusted to pH 3.4 with 6 M HCl, loaded on a Whatman Partisphere SAX 5 μm HPLC column (250 × 4.6 mm) and isocratically eluted with 0.436 M potassium phosphate buffer (pH 3.35, 2.5% v/v acetonitrile). The aliquots for NTP measurement on HPLC were treated as described for dNTPs. Eluted nucleotides were detected with a Dionex PDA-100 Photodiode Array Detector based on their absorbance at 254 nm, and quantified by measuring peak heights using Chromeleon software and comparing with nucleotide standards.

## RESULTS

### The Rad4–Rad23 complex negatively regulates gene expression of a subset of UV responsive genes

We previously showed that ubiquitination of Rad4 by the GG-NER E3 ligase in response to UV radiation affected DNA repair and UV survival in a manner dependent on *de novo* protein synthesis (4). As described in the Introduction, this and other observations suggested a possible role of the Rad4–Rad23 complex in the regulation of gene transcription in response to DNA damage. Recently, multiple studies have confirmed a role for specific NER factors including yeast Rad23 and the human XPC-hHRAD23B complex in gene transcription (4,26–29). 

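Total RNA was prepared from untreated, logarithmically growing cultures of 4 strains, collected at an optical density of 0.5 to 0.6. These were the wildtype strain, the *rad4Δ* and *rad23Δ* single mutants and the *rad4Δrad23Δ* double mutant, which was derived from the *rad23Δ* strain by replacing *RAD4* with a *HIS3* marker fragment. Each strain was measured on 3 Affymetrix yeast S98 arrays from separate cultures, 12 arrays in all. The authors normalized the arrays with the robust multichip average (RMA), using affy 1.5.8 of Bioconductor 1.5 in R 2.0.1. The deposited values are on a log2 scale with 2 decimals, and the median of an array was between 5.83 and 5.90. From these values, 1 model with a mean for each strain was fitted to all 12 arrays with limma 3.58.1. It covered the 9275 probe sets that are not Affymetrix controls. A probe set was called changed between 2 strains at an adjusted p under 0.05 (limma's moderated test, Benjamini-Hochberg over all probe sets tested), without a minimum fold change. The paper's text does not name the test or the threshold behind its gene counts. Of the probe sets tested, 6504 had 1 gene name, 328 had several and 2443 had none, so the counts are of probe sets and not of genes. The number of arrays, 3 per strain, limits the precision of each value.
The signal of the deleted genes was read on each array. The *RAD23* probe set was between 9.32 and 9.82 on the 6 wildtype and *rad4Δ* arrays, between 4.27 and 4.88 on the *rad23Δ* arrays and between 3.66 and 3.82 on the double mutant arrays. The *RAD4* probe set was between 5.12 and 5.44 on the *rad23Δ* arrays and between 2.70 and 2.99 on the double mutant arrays. On the arrays labelled wildtype it was 5.11, 5.12 and 3.42 for replicates 1, 2 and 3, and on those labelled *rad4Δ* it was 3.49, 5.47 and 3.01. A probe set for which the annotation names no gene was at 4.75 and 4.63 on the arrays labelled wildtype replicates 1 and 2 and at 4.28 on the array labelled *rad4Δ* replicate 2, and between 12.06 and 12.36 on the other 9 arrays. The labels of the arrays wildtype replicate 3 and *rad4Δ* replicate 2 are therefore in doubt. All values are given with the arrays as labelled, and the total of changed probe sets in each comparison is also given without these 2 arrays, an alternative chosen after the values were seen.

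**Figure D1:**
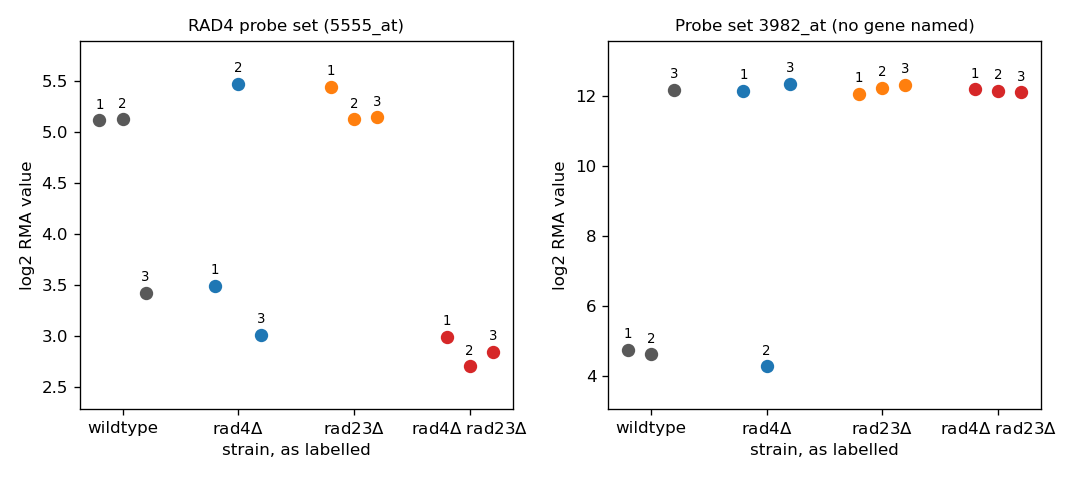
Log2 RMA value of the *RAD4* probe set (left) and of a probe set without a gene name (right) on each of the 12 arrays, by the strain on the label; the number beside a point is the replicate. On the left, the array labelled wildtype replicate 3 is at 3.42 and the array labelled *rad4Δ* replicate 2 is at 5.47; on the right, these 2 arrays are at 12.18 and 4.28.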

In order to identify genes that are regulated by the Rad4–Rad23 complex, we studied the effect on gene transcription using microarray gene expression analysis.

To identify genes specifically regulated by the Rad4–Rad23 complex, we compared basal levels of gene expression between an untreated wildtype and double mutant strain deleted in both *RAD4* and *RAD23*. 

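Against wildtype, 60 of 9275 probe sets were changed in the *rad4Δrad23Δ* double mutant, 36 of them higher and 24 lower. At an unadjusted p under 0.05 there were 1028. Without the 2 arrays whose labels are in doubt, 73 were changed, and 41 of the 60 were among these in the same direction. The count was 22, 32 and 35 without wildtype replicates 1, 2 and 3 in turn, and 23, 19 and 17 without double mutant replicates 1, 2 and 3. The largest measured fall was in *HXT3* (YDR345C), which encodes a glucose transporter. Its log2 value was 11.51 ± 0.14 (SD, n = 3 arrays) in wildtype and 4.05 ± 0.19 in the double mutant, a difference of -7.46 (standard error 0.13, adjusted p = 6.7e-12 from limma). *RAD23* itself followed at -5.75 (adjusted p = 8.05e-10). *PHO84* (YML123C), a phosphate transporter gene, was at 10.51 ± 0.51 in wildtype and 6.13 ± 0.08 in the double mutant, a difference of -4.38 (standard error 0.27, adjusted p = 4.2e-06). Of the 14 genes of the phosphate regulon measured, a list fixed before the data were examined, *PHO84*, *SPL2*, *PHO5*, *VTC4* and *VTC1* were called lower and none was called higher. Adjusted over the list alone, 8 were lower and 1 was higher. *SPL2* differed by -3.07, to 2.97 in the double mutant, and *PHO5* by -2.04. The files give no background for single probe sets, so how far *HXT3* and *SPL2* lay above theirs in the double mutant is not known and these differences can understate the falls. Among named genes that rose, *TMA10* had the largest difference, 1.54 (standard error 0.25, adjusted p = 0.017), with wildtype arrays that spread by an SD of 0.59. *COS12* rose by 1.50 (adjusted p = 8.18e-05), *PIR3* by 1.23, *CUR1* by 1.23, *NQM1* by 1.23, *GCY1* by 1.09 and *YMR196W* by 1.03. When 1 of the 6 arrays was left out at a time, *HXT3*, *PHO84*, *SPL2*, *COS12*, *PIR3* and *NQM1* passed each time. *TMA10*, *CUR1* and *GCY1* passed without the array labelled wildtype replicate 3 and missed without each of the others (adjusted p of *TMA10* up to 0.0948, without double mutant replicate 3). *PHO5*, *VTC4*, *VTC1* and *YMR196W* missed each time, with an adjusted p of up to 0.165 for *PHO5*, 0.186 for *VTC4*, 0.201 for *VTC1* and 0.149 for *YMR196W*. *VTC4* also missed with the replicate number as a block (adjusted p = 0.0525). *VTC1* missed with median-centring of the arrays (adjusted p = 0.0505), with a further quantile normalization (0.059) and without the 2 arrays in doubt (0.0933).

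**Figure D2:**
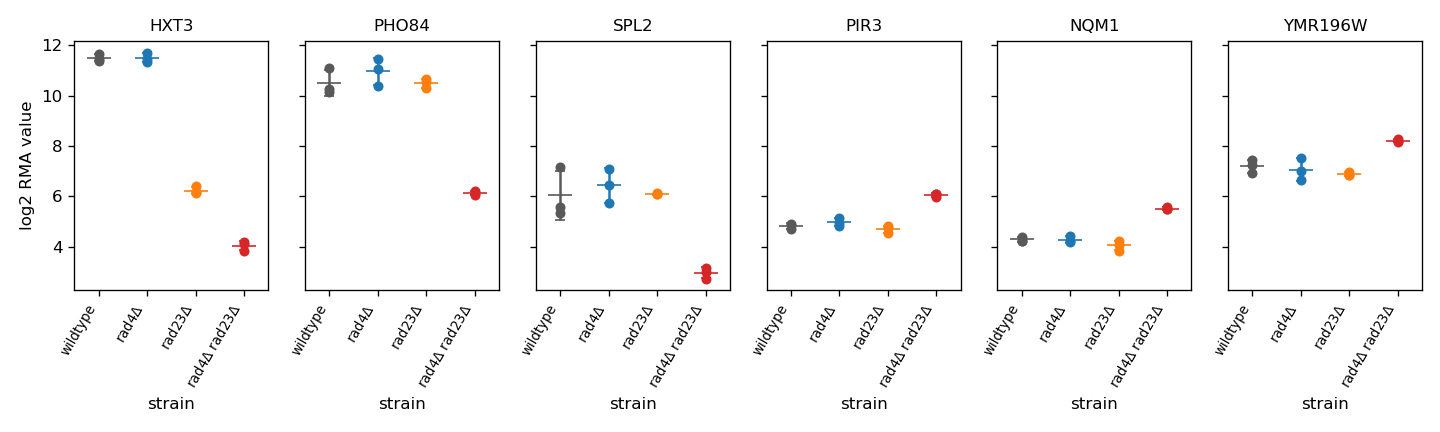
Log2 RMA value of 3 genes that fell (*HXT3*, *PHO84*, *SPL2*) and 3 that rose (*PIR3*, *NQM1*, *YMR196W*) in the double mutant, by strain; points are arrays, and bars give the mean and SD of 3 arrays. *HXT3* is at 6.23 in *rad23Δ* and 4.05 in *rad4Δrad23Δ*, while *PHO84* is at 10.50 in *rad23Δ* and 6.13 in *rad4Δrad23Δ*.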

We found 90 genes whose expression was altered in the absence of the Rad4–Rad23 heterodimer (Figure 1, bottom panel). However, since it was previously reported that the deletion of *RAD23* has a broader effect on gene expression (27,28) and the additional roles of Rad23 in other cellular functions, we examined the effect of deleting only *RAD23* on gene expression (Figure 1, middle panel). 

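In the *rad23Δ* mutant, 26 probe sets were changed against wildtype, 13 higher and 13 lower, and 663 passed an unadjusted p of 0.05. Without the 2 arrays whose labels are in doubt there were 61, of which 19 were among the 26 in the same direction. The count was 7, 14 and 20 without wildtype replicates 1, 2 and 3 in turn, and 23, 8 and 11 without *rad23Δ* replicates 1, 2 and 3. The largest change was again in *HXT3*, at 6.23 ± 0.15 (SD, n = 3) against 11.51 in wildtype, a log2 difference of -5.28 (standard error 0.13, adjusted p = 4.2e-10 from limma). *RAD23* followed at -5.00. *ARG1* fell by 1.64 on the log2 scale (adjusted p = 9.03e-04) and *ARG4* by 1.01. The pheromone-induced genes *PRM1* and *FIG1* fell by 1.18 and 1.17, and the call of *PRM1* missed without wildtype replicate 1 (adjusted p = 0.0518). *YBR219C* was higher by 1.41, *HXT2* by 1.28 and *HXT6* by 1.09. Of the probe sets changed in *rad23Δ*, 6 were also changed in *rad4Δrad23Δ*, all in the same direction, where 0.0841 would be expected of independent calls. The calls are not independent, since both comparisons use the same 3 wildtype arrays, from which part of the overlap can come. Unchanged groups, simulated with wildtype arrays drawn anew from the spread of these arrays, shared 0 calls in each of 50 simulations. The simulated noise was independent between probe sets, and the value leaves out real effects. With no probe set changed, few calls of any kind arise, so 0 shared calls were likely beforehand. The simulations cannot tell how much of the overlap comes from the shared arrays. The 6 were *COS12*, *RAD23*, which is deleted in both strains, *HXT3*, *HXT6*, *HXT7* and 1 probe set shared by several genes. As *HXT3*, *HXT6* and *HXT7* lie near one another, they may not be separate changes. *YBR219C* and *HXT2* each missed the threshold without 5 of the 6 arrays, left out 1 at a time, and *COS12* and *HXT7* also missed it in *rad23Δ* without 5. *COS12* missed in *rad23Δ* with the variance trend (adjusted p = 0.0602) and the replicate block (0.0566) too, and *HXT7* without the 2 arrays in doubt (0.0545). Without the 2 arrays in doubt, 25 probe sets were called in both strains.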

We noted that loss of Rad23 resulted in altered expression of 44 genes of which only eleven are in common with the *rad4Δrad23Δ* double mutant strain. This indicates that 79 genes have altered expression specifically due to the loss of both Rad4 and Rad23. It also confirms a broader effect of Rad23 on gene expression outside of the Rad4–Rad23 complex (27). 

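Of the 60 probe sets changed in *rad4Δrad23Δ*, 54 were not called in *rad23Δ*, and 48 of 73 without the 2 arrays whose labels are in doubt. The difference between the 2 strains was tested directly. Of the 54, 28 also differed between *rad4Δrad23Δ* and *rad23Δ* in the same direction at an adjusted p under 0.05 (limma). A change of the same sign in *rad23Δ* was seen for 37 of them, and 17 of these reached an unadjusted p under 0.05. Over all probe sets, 81 differed between the double mutant and *rad23Δ* (125 without the 2 arrays whose labels are in doubt), 53 higher and 28 lower in the double mutant. This count was 45, 21 and 11 without *rad23Δ* replicates 1, 2 and 3 in turn, and 23, 19 and 7 without double mutant replicates 1, 2 and 3. The largest measured differences were in *PHO84* (-4.37), *SPL2* (-3.13, which can understate the fall) and *HSP12* (2.64). The call of *SPL2* missed without double mutant replicate 3 (adjusted p = 0.0512), and that of *HSP12* missed the threshold when any 1 of these 6 arrays was left out (adjusted p up to 0.11). Of the 20 probe sets called in *rad23Δ* and not in the double mutant, 12 differed between these strains.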

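Between *rad4Δ* and wildtype, limma called 0 of 9275 probe sets with the arrays as labelled, and 386 passed an unadjusted p under 0.05. The smallest adjusted p was 0.114, for *URA6*, at 10.20 ± 0.18 (SD, n = 3) in *rad4Δ* and 9.48 ± 0.08 in wildtype, a log2 difference of 0.72. The deleted gene *RAD4* was not called either. Its mean was 3.99 ± 1.30 in *rad4Δ* and 4.55 ± 0.98 in wildtype, a spread that comes from the 2 arrays whose labels are in doubt. Without these 2 arrays, 40 probe sets were changed, 25 higher and 15 lower. Each of the 8 other pairs of 1 wildtype and 1 *rad4Δ* array was left out in the same way, and each gave 0. With single arrays left out, the count was 8 without *rad4Δ* replicate 1, 1 without *rad4Δ* replicate 3 and 0 without each of the other 4. Of the 40, 27 were also called in *rad23Δ* in the same direction when the 2 arrays were left out, and 1 in the opposite direction. In *rad4Δrad23Δ*, 18 were called in the same direction and 5 in the opposite one. These overlaps rest on 2 wildtype arrays that all 3 comparisons share, from which part of them can come. Independent calls would share 0.132 and 0.167 in the same direction. Unchanged groups, with all arrays simulated from the spread of these arrays, shared 0 in each of 50 simulations. The simulations used noise independent between probe sets and leave out real effects. As few calls arise without changed probe sets, 0 was likely beforehand. How much of these overlaps comes from the shared arrays is therefore not known. Data were also simulated from the spread of these arrays with 200 changed probe sets. Of those given a log2 change of 1 between *rad4Δ* and wildtype, the test found 92.5%, and of those given 0.5, 32.6%. With fewer changed probe sets the adjusted threshold is stricter, and the shares can be lower. The simulated change was on all 3 *rad4Δ* arrays and on no wildtype array. If the 2 labels in doubt are exchanged, these shares do not hold for the real comparison, and the 0 calls say little about the *RAD4* deletion.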

Finally, we examined gene expression changes in a *RAD4* deleted strain and found only 5 genes whose expression was altered, none of which are affected in the other strains. Importantly, this demonstrates that knocking out a major DNA repair pathway, even in the absence of DNA damage, does not cause indirect effects on gene transcription. The differential effect on gene expression we observed in the two single mutants could indicate that Rad4 and Rad23 affect gene transcription by two independent pathways. However, the pleiotropic effects associated with deletion of *RAD23* can also explain these observations. 

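Whether the double mutant differed from the sum of the single mutants was tested as an interaction on the log2 scale. It compares the effect of deleting *RAD4* in *rad23Δ* cells with its effect in *RAD23* cells. The double mutant carries a *HIS3* marker fragment in place of *RAD4* and was made apart from the *rad4Δ* strain. The comparison cannot separate loss of *RAD4* from such differences between strains. The brighter *HIS3* probe set was between 9.56 and 9.66 on the double mutant arrays and between 8.57 and 9.10 on all others. The interaction was called for 8 of 9275 probe sets, 5 positive and 3 negative, and 827 passed an unadjusted p under 0.05. Without the 2 arrays whose labels are in doubt there were 110, and all 8 were among them with the same sign. With 1 array left out at a time it was between 3 (without wildtype replicate 2, *rad23Δ* replicate 3 or double mutant replicates 1 or 2) and 24 (without *rad4Δ* replicate 2). Of the 8, *PHO84*, *HXT3* and *NQM1* passed each time and the other 5 were lost without 4 to 7 of the 12 arrays. The largest was *PHO84*, whose level changed by 0.46 on deletion of *RAD4* in *RAD23* cells and by -4.37 in *rad23Δ* cells (interaction -4.83, standard error 0.38, adjusted p = 2.16e-04 from limma). *HXT3* changed by 0.01 and by -2.18, the latter from 6.23 to 4.05. *RAD23*, which is deleted in both strains, was also lower on the double mutant arrays (3.66 to 3.82) than on the *rad23Δ* arrays (4.27 to 4.88). Part of the *HXT3* gap may therefore not come from regulation. *NQM1* changed by -0.01 and by 1.46, *PIR3* by 0.15 and by 1.36, and *GRE1* by -0.17 and by 1.01. *URA6* changed by 0.72 and by -0.27. The remaining 2 were probe sets without a gene name, both higher in the double mutant than in the other 3 strains. The test had less power than a comparison of 2 strains. In simulated data with 200 changed probe sets, it found 73.3% of interactions of 1 on the log2 scale and 4.9% of those of 0.5. An interaction of 0.5 or less would mostly be missed. With fewer changed probe sets the adjusted threshold is stricter, so both shares can be too high for the real test with its 8 calls.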

We cannot formally exclude the possibility that the effect on gene expression observed in the double mutant strain is due to the additive effect of two independent Rad4 and Rad23 pathways on transcription. However, since Rad4 and Rad23 always exist in a complex in the cell, coupled with our observation that only a small overlap in altered gene expression exists between the *rad23Δ* single and double mutant strains, we consider that the genes identified in the double mutant predominantly include those caused by loss of the Rad4–Rad23 complex from the cell.

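Across the 9275 probe sets, the log2 changes of *rad23Δ* and of *rad4Δrad23Δ* against wildtype had a Pearson r of 0.547. Probe sets are not independent replicates, and both changes share the wildtype arrays. Unchanged groups that share wildtype arrays, all simulated from the spread of the real arrays, gave a mean r of 0.498 and at most 0.539. The covariance was 0.0346, against a simulated mean of 0.0145. For *rad4Δ* and *rad4Δrad23Δ* the r was 0.382 against a simulated mean of 0.500, and the covariance was 0.0192 against 0.0146. For *rad4Δ* and *rad23Δ* the r was 0.560 against at most 0.555 in the simulations, and the covariance was 0.0235 against 0.0144. With the 2 arrays whose labels are in doubt left out, the r of these pairs in the order given was 0.624, 0.477 and 0.702. The simulated means were 0.599, 0.551 and 0.546 for unchanged groups that share 2 simulated wildtype arrays. The covariances were then 0.0487, 0.0391 and 0.0529, against 0.0205, 0.0207 and 0.0205. The simulated noise was independent between probe sets, so the simulated r varied little. Real arrays can deviate together. Over 18 pairs of arrays with the same replicate number, deviations from the strain means had an r from -0.366 to 0.609. Whether the gaps to the simulated values exceed what such deviations bring was not tested.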

**Figure 1.**
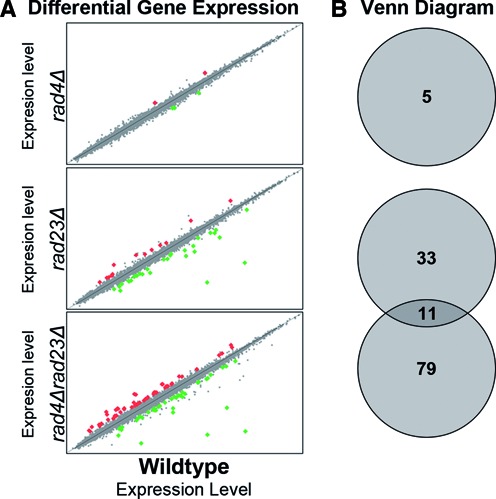
The Rad4–Rad23 NER factor has an effect on gene expression. (**A**) Significantly differentially expressed genes in *rad4Δ*, *rad23Δ* and *rad4Δrad23Δ* cells compared to wildtype cells in the absence of UV irradiation are plotted here. For each strain gene expression is compared to the wildtype control and plotted as a fold-change. Genes that did not display changed expression in the mutant backgrounds are in grey and plotted on the diagonal (*y* = *x*). Significantly upregulated genes are depicted in red while down regulated genes are shown in green. (**B**) Venn diagram of the significantly differentially expressed genes shown in panel (A) indicating the overlap between the changes in gene expression between the three different backgrounds tested.

Our observations are in keeping with the known pleiotropic effects of *rad4Δ* and *rad23Δ* single mutants. Following cluster analysis of the mutants, we noted that in untreated cells gene expression is *specifically* altered when both components of the Rad4–Rad23 complex are deleted (Figure 2A). 

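Over the 3 mutants, 80 probe sets were changed against wildtype in at least 1 strain. With the arrays as labelled, 54 of these were called in the double mutant alone, 20 in *rad23Δ* alone, 6 in both and none in *rad4Δ*. Without the 2 arrays whose labels are in doubt, 115 were changed in at least 1 strain, 42 of them in the double mutant alone, 25 in *rad23Δ* alone and 25 in both *rad23Δ* and the double mutant. Against both single mutants and wildtype at once, the double mutant differed for 26 probe sets in a single direction, 14 higher and 12 lower (15 and 11 without the 2 arrays). The higher ones, named after their values were seen, include *COS12*, *PIR3*, *NQM1*, *YMR196W*, *GRE1*, *ROM1*, *XBP1*, *ALD3* and *PRX1*, and *XBP1* was 0.74 above wildtype on the log2 scale, 0.65 above *rad23Δ* and 0.61 above *rad4Δ*. The lower ones include *HXT3*, *PHO84*, *SPL2*, *PHO5*, *VTC1*, *VTC4*, *NOG2*, *TOD6* and *PRM7*. Of these 18 genes, *HXT3*, *PHO84*, *PIR3*, *NQM1* and *GRE1* passed in all 3 comparisons with 1 array left out at a time, and each of the other 13 missed at least once. Against wildtype, *NOG2* missed without double mutant replicate 3 (adjusted p = 0.0599), *TOD6* without 5 of the 6 arrays (up to 0.134) and *XBP1* without 4 (up to 0.130), and *TOD6* and *XBP1* also without the 2 arrays in doubt (0.071 and 0.0657). The double mutant differed from *rad4Δ* for 71 probe sets, 43 of them higher, and for 116 without the 2 arrays in doubt. That count was 27, 29 and 25 without double mutant replicates 1, 2 and 3 in turn.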

In the double mutant strain we detect increased and decreased expression in the clusters (Figure 2A). Indeed, the genes in cluster 2 display increased expression in the *rad4Δrad23Δ* double mutant strain compared to either single mutant in the absence of UV damage (Figure 2A), suggesting that the Rad4–Rad23 complex causes repression of these genes in wildtype cells. 

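The right panel of Fig. 3 labels 13 genes of cluster 2, which the study picked on these arrays, so their values are not independent evidence. For all 13, each of the 3 double mutant arrays was above every array of wildtype, of *rad23Δ* and of *rad4Δ*. For unchanged genes, 10% would separate in 1 direction or the other with 3 arrays against 3. Against *rad23Δ*, the double mutant was called higher for 10 of the 13 (12 without the 2 arrays whose labels are in doubt), and log2 differences ran from 0.88 to 2.64. Against *rad4Δ* it was called higher for 7 (6 without these arrays) and differences ran from 0.56 to 1.42. Against wildtype, *PIR3*, *NQM1* and *YMR196W* were called and 9 passed an unadjusted p under 0.05. *HUG1* was at 4.87 ± 0.10 (SD, n = 3) in wildtype, 4.65 ± 0.57 in *rad4Δ*, 4.26 ± 0.34 in *rad23Δ* and 6.04 ± 0.18 in the double mutant. Its log2 difference was 1.79 against *rad23Δ* (adjusted p = 0.00729 from limma), 1.39 against *rad4Δ* (adjusted p = 0.0219) and 1.18 against wildtype (standard error 0.24, adjusted p = 0.0546). *NQM1* was 1.46 above *rad23Δ* (adjusted p = 7.84e-05) and 1.23 above *rad4Δ*. *HSP12* was at 11.13 ± 0.05 in the double mutant and 8.49 ± 0.10 in *rad23Δ*. In wildtype it was at 10.65, 10.69 and 9.20 on the arrays labelled replicates 1, 2 and 3, and its difference from wildtype, 0.95, did not pass (adjusted p = 0.458). *DDR2* was at 8.99 ± 0.14 in the double mutant and 8.25 ± 0.54 in wildtype, and none of its 3 differences passed. *NCA3* and *GPH1* did not pass in any of the 3 either. With 1 array left out at a time, the calls of *PIR3* and *NQM1* passed each time in all 3 comparisons, and each of the other calls among the 13 missed in at least 1 case. Against *rad4Δ*, the calls of *HUG1* and *GND2* also missed without the 2 arrays in doubt (adjusted p = 0.0554 and 0.0706), and that of *YGP1* with a further quantile normalization (0.0522). *HUG1* passed against wildtype under 5 alternatives set before the data were examined, such as median-centring of the arrays (adjusted p = 0.0325). Of these, 1 was array weights, whose estimation stopped before convergence. It did not pass with a variance trend, with any 1 array left out or without the 2 arrays in doubt.

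**Figure D3:**
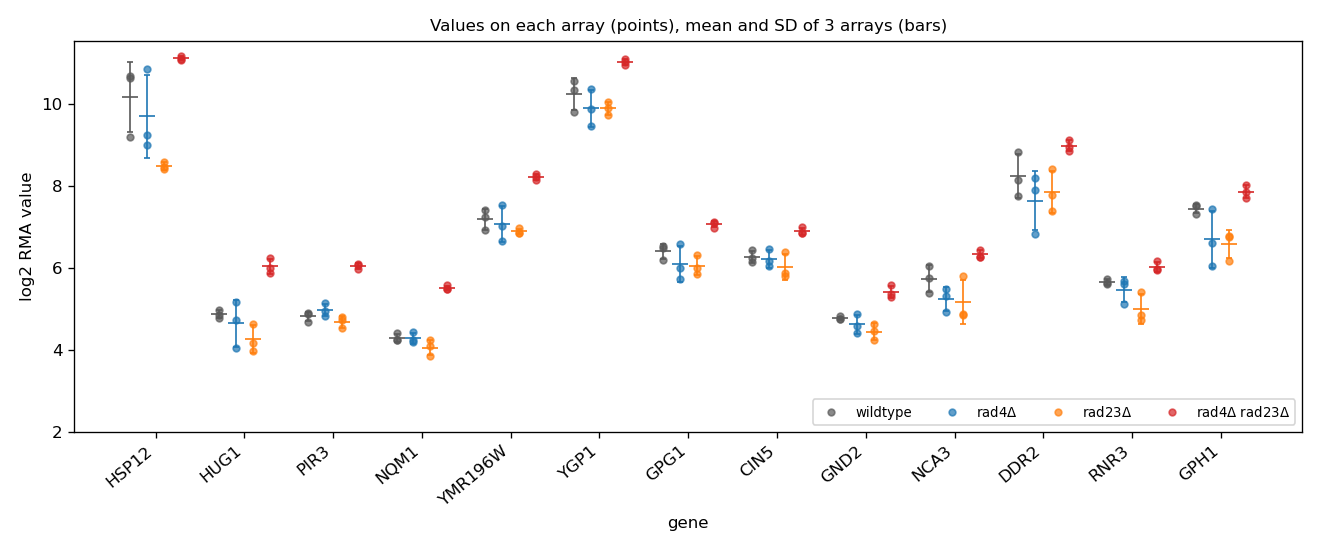
Log2 RMA value of the 13 genes of the right panel of Fig. 3 on each array, by strain; points are arrays, and bars give the mean and SD of 3 arrays. For all 13 genes the double mutant arrays lie above those of the other 3 strains, and *HSP12* spreads in wildtype from 9.20 to 10.69.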

We noted that 101 of the 205 genes in Figure 2A are UV responsive genes and we plotted these in Figure 2B. In Figure 2A cluster 2 stands out since 93% of these genes are UV responsive. Comparing the expression profile with the UV induced profile of these genes in wildtype cells (Figure 2C) demonstrates that the expression of these genes in unchallenged *rad4Δrad23Δ* double mutant cells mimics the expression profile of the same set of genes in UV irradiated wildtype cells. However, it should be noted that comparing the expression profile with the UV induced profile in wildtype cells demonstrates that the increased expression observed in *rad4Δrad23Δ* deleted cells in the absence of DNA damage does not reach the same level as the UV induced expression in wildtype cells (Figure 2B and C, compare lane 6 to 8). This suggests that whilst Rad4–Rad23 represses gene expression, derepression is necessary, but not sufficient, for the full level of expression observed after UV in wildtype cells.

**Figure 2.**
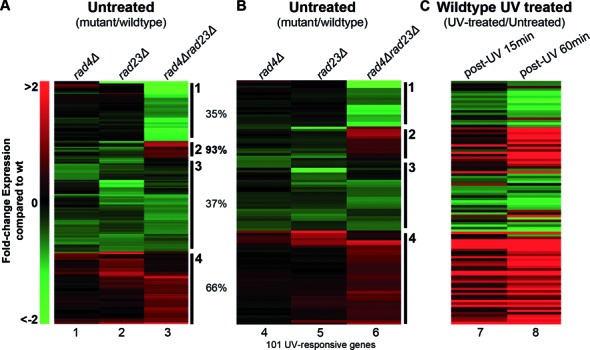
The Rad4–Rad23 NER factor affects gene expression of UV inducible genes. (**A**) Heat-map of the hierarchical clusters of the 205 affected genes in the mutant backgrounds expressed as a fold-change compared to wildtype expression. Indicated as percentages are the fraction of UV responsive genes within each cluster. (**B**) Heat-map of the hierarchical clusters of the 101 UV responsive genes from panel (A). (**C**) Gene expression changes of the equivalent genes as in B in UV irradiated wildtype cells relative to non-irradiated cells is depicted here.

Importantly, many of the genes in cluster 2 contain either an STRE (Stress Response Element) or Crt1 regulatory sequence present in their promoters, as shown in Figure 3 (right panel). Crt1 is a transcriptional repressor of a set of UV induced cell-cycle checkpoint and DNA repair genes, including the RNR genes that control cellular dNTP synthesis. These genes become activated following derepression of the Crt1 protein, following its phosphorylation by Dun1 in response to DNA damage (30). Therefore, we extracted the RNR pathway and Crt1-regulated genes from the acquired gene expression data and compiled these into a single heat-map, together with other known members of the DNA damage checkpoint response, for comparison (Figure 4). These data are quantified for a selection of these genes in Figure 5A. A great deal is known about DNA damage signalling relating to the activation of this protein kinase cascade (30–32) (see Figure 8). However, little is known about the regulation of DDR gene expression. Our results show that increased gene expression of the STRE containing *DUN1* gene, the *RNR* genes and other Crt1-regulated genes can be detected in a *rad4Δrad23Δ* strain in the absence of UV, while other DNA Damage Checkpoint Response genes remain largely unaffected (Figure 4, lane 3). These observations suggest that in wildtype cells the Rad4–Rad23 heterodimer represses gene expression of a subset of STRE containing and Crt1 regulated, DNA damage inducible genes in the absence of UV irradiation.

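Of the 6 genes that Fig. 4 groups as the RNR pathway, 5 had a higher mean in *rad4Δrad23Δ* than in wildtype and none was called over all probe sets. *DUN1* was at 6.45 ± 0.02 (SD, n = 3) in the double mutant and 6.15 ± 0.16 in wildtype, a log2 difference of 0.30 with a 95% interval from 0.03 to 0.56 (adjusted p = 0.382 from limma). *RNR2* differed by 0.43 (interval 0.15 to 0.70, adjusted p = 0.225), *RNR3* by 0.36 (interval -0.03 to 0.76) and *RNR4* by 0.26 (interval 0.02 to 0.49). For *DUN1*, *RNR2*, *RNR3* and *RNR4*, every double mutant array was above every array of the other 3 strains. *RNR1* differed by -0.02 (interval -0.55 to 0.52) and *SML1*, which encodes an inhibitor of the enzyme, by 0.07 (interval -0.33 to 0.47). Against *rad23Δ*, *RNR3* was called, with a log2 difference of 1.03 (adjusted p = 0.0296, and up to 0.140 with 1 array left out), and its level in *rad23Δ* was 5.00 ± 0.37 against 5.66 ± 0.07 in wildtype. Of the 9 genes grouped as Crt1-regulated, 8 had a higher mean in the double mutant than in wildtype, 5 passed an unadjusted p under 0.05 and none was called. The repressor gene *CRT1* (*RFX1*) differed by 0.31, *YLR345W* by 0.48 and *FSH3* by -0.03. For *CRT1* and *YLR345W*, every double mutant array was above every wildtype array, but none was above every *rad4Δ* array. For *YLR345W*, none was above every *rad23Δ* array either. Of the 14 genes grouped as checkpoint response, 6 had a higher mean in the double mutant and none passed an unadjusted p under 0.05. With 1 probe set per gene, the one with the highest mean, their differences ran from -0.16 to 0.20. Other probe sets of *MEC1* and *RAD50* ran from -0.407 to 0.277, and none was called.

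**Figure D4:**
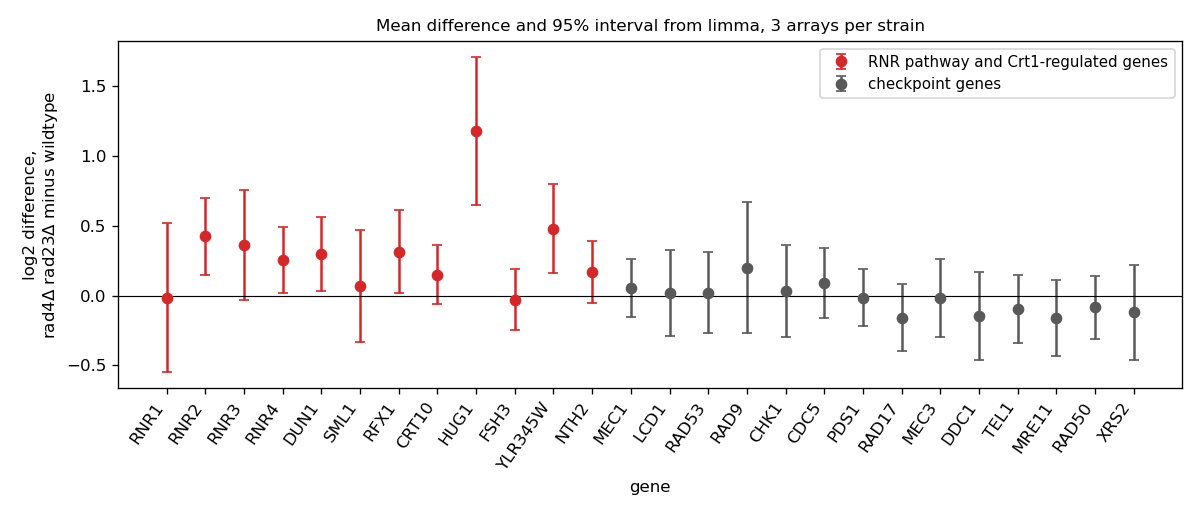
Log2 difference between *rad4Δrad23Δ* and wildtype, with its 95% interval from limma (3 arrays per strain), for 12 genes of the RNR pathway and Crt1-regulated groups and for 14 checkpoint genes of Fig. 4. *HUG1* lies at 1.18, and every checkpoint gene has an interval that includes 0.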

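Lists of genes were fixed before the data were examined and tested as sets with camera, which asks whether a list moves against all other genes (inter-gene correlation preset at 0.01, adjusted over 31 lists). A list of 39 targets of the stress-response element (STRE) factors Msn2 and Msn4 was higher in *rad4Δrad23Δ* than in wildtype, with a median log2 difference of 0.40 and 34 of 39 genes positive (adjusted p = 3.86e-14). Of these genes, *PNC1*, *PRX1*, *GRE1* and *ALD3* were called higher over all probe sets, 13 were higher when adjusted over the list alone and none was lower. When the 2 arrays whose labels are in doubt were left out, 6 were called higher and *HSP26* lower (log2 difference -0.53, adjusted p = 0.0336), and 17 were higher and 1 lower when adjusted over the list alone. With 1 array left out at a time, *GRE1* passed each time, *ALD3* missed without 2 of the 6 arrays (adjusted p up to 0.0599), *PRX1* without 5 (up to 0.109) and *PNC1* without all 6 (up to 0.264). *PNC1* also missed with a further quantile normalization (0.126), with the replicate block and without the 2 arrays in doubt (0.0939). As 5 of the 39 are labelled in Fig. 3 or Fig. 4, the other 34 were also tested and had a median of 0.31 (adjusted p = 5.76e-12). In *rad23Δ* the 39 genes had a median of -0.09 (adjusted p = 0.0274, lower, and 0.185 with a correlation estimated from the arrays). In *rad4Δ* they had a median of -0.09 (adjusted p = 0.42). The *rad4Δ* value includes both arrays whose labels are in doubt, so it says little about the *RAD4* deletion. Membership of this list rests on known regulation, as promoter sequences were not examined. For the Crt1 list (*RNR2*, *RNR3*, *RNR4*, *HUG1* and *CRT1*) the median difference was 0.36, with 5 of 5 positive (adjusted p = 1.05e-04). None of these was called over all probe sets, and 4 were higher when adjusted over the list alone (1 without the 2 arrays in doubt), which is not independent evidence because all 5 are labelled in Fig. 4. The RNR pathway list, which adds *RNR1*, *DUN1* and *SML1* and leaves out *HUG1*, had a median of 0.30 (adjusted p = 0.00249), with *RNR2* alone higher when adjusted over the list alone, and none without the 2 arrays in doubt. Its 7 genes are all labelled in Fig. 3 or Fig. 4, and it shares *RNR2*, *RNR3*, *RNR4* and *CRT1* with the Crt1 list. Its result is therefore not independent evidence either. With a correlation estimated from the arrays, the adjusted p was 4.12e-04 for the STRE list and 0.0359 for the Crt1 list, and the RNR pathway list no longer passed (adjusted p = 0.0514). From the higher expression of the STRE containing and Crt1-regulated genes in the double mutant without UV, the paper proposes that the heterodimer represses them in wildtype cells.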

**Figure 3.**
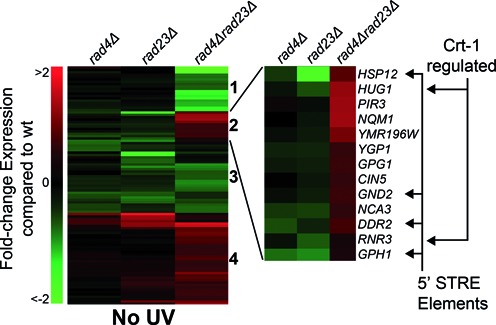
The Rad4–Rad23 NER factor affects gene expression of a subset of Crt1 and STRE regulated genes. Heat-map of hierarchically clustered genes in the *rad4/rad23* double and single mutants taken from Figure 2B. Cluster 2 is now highlighted to show the Stress Responsive Element (STRE) containing genes and Crt1 regulated genes affected in the mutant backgrounds in the right hand side of the figure.

**Figure 4.**
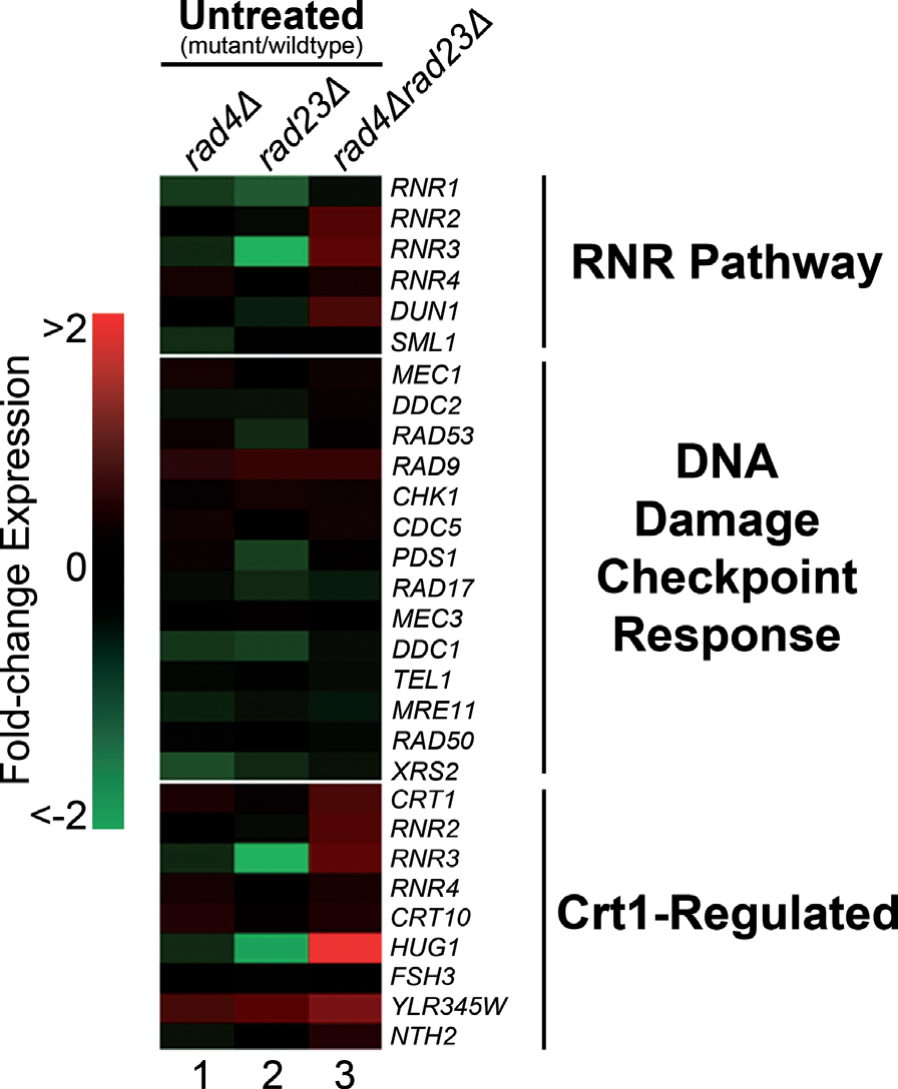
The Rad4–Rad23 complex is involved in gene regulation of RNR pathway and Crt1 regulated genes but not of genes belonging to the DDR. Differentially expressed UV responsive genes from the *rad4/rad23* data set are shown in this heat-map grouped by RNR Pathway, DNA damage checkpoint response and Crt1 regulated genes. Gene expression is displayed as the fold-change in relation wildtype cells (-2 to 2-fold).

**Figure 5.**
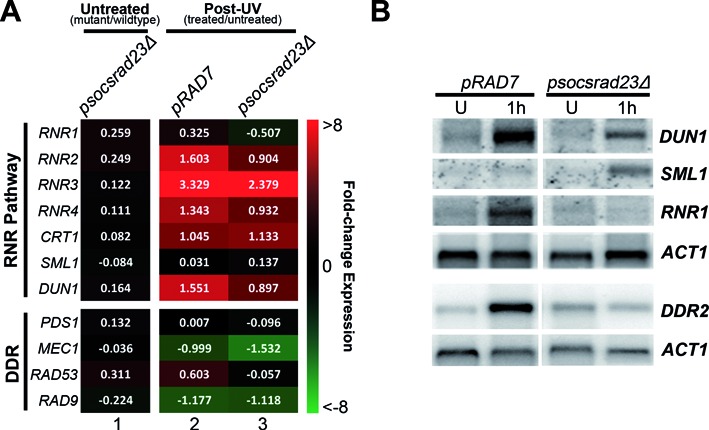
The GG-NER E3 ligase regulates UV induced gene expression in concert with Rad4–Rad23. (**A**) Quantitative representation of a selection of the genes shown in Figure 4 but now showing the UV induced changes to gene expression in the *pRAD7* and *psocsrad23Δ* strains compared to untreated cells. (**B**) Northern blot analysis of gene expression at the mRNA levels of candidate genes scored in the microarray analysis. RNA was extracted from the strains indicated and the blot was treated with probes for *DUN1, RNR1, SML1, DDR2* and *ACT1* as a loading control.

It is noteworthy that the activation of these genes in *rad4Δrad23Δ* deleted cells is not caused indirectly by the constitutive activation of the DDR pathway in these cells. It is not possible for this to be the case because functional NER is required for DDR signalling (33). This is consistent with our microarray data (Figure 4), which indicates that the expression of DDR genes is unaffected in the *RAD4* and *RAD23* double mutant strain in the absence of DNA damage. This indicates that the altered gene expression observed in the double mutant strain involves the genes identified in the RNR pathway shown in Figure 4.

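A list of 19 genes of the DNA damage checkpoint, among them *MEC1*, *RAD53*, *CHK1* and *RAD9*, was fixed before the data were examined. None was called between *rad4Δrad23Δ* and wildtype, either over all probe sets or adjusted over the list alone, and 1 of 19 passed an unadjusted p under 0.05 (limma). With array weights, whose estimation stopped before convergence, *MRE11* was called lower (log2 difference -0.18, adjusted p = 0.0366). The median log2 difference was 0.02, with 10 of 19 positive, and the list did not move against other genes (camera, adjusted p = 0.651). With 1 probe set per gene, the one with the highest mean, differences ran from -0.16 for *MRE11* to 0.34 for *DPB11*. Other probe sets of *MEC1* ran from -0.407 to 0.277 and those of *RAD50* from -0.343 to -0.003, and none passed (limma, adjusted p of 0.255 or more). The 95% intervals of single genes had a median half-width of 0.27 and together reached from -0.46 to 0.67, so changes below about that size were not excluded for each gene. A list of 17 measured genes of DNA repair that damage induces had a median of 0.09 (camera, adjusted p = 0.0223, and 0.109 with an estimated correlation). None of them was called, and *UBI4* was higher when adjusted over the list alone, but not without the 2 arrays whose labels are in doubt. A list of 24 nucleotide excision repair genes had a median of 0.06 (camera, adjusted p = 0.166).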

### The GG-NER E3 ligase activity is required for UV-induced DNA damage gene expression of Rad4–Rad23 regulated genes

As described earlier, the GG-NER E3 ubiquitin ligase complex functions in one branch of two parallel pathways involved in promoting efficient NER and UV survival. We showed previously that these two pathways, referred to as pathways I and II, have redundant functions, but can be differentiated by their dependence on either the Rad23–19S interaction or *de novo* protein synthesis, respectively (4). Consequently, in order to observe the effect of the E3 ligase dependent pathway II in NER and UV survival, it is necessary to delete the *RAD23* gene, which functions in pathway I and masks the role of the ligase in pathway II (see Figure 8 for further details) (4). As described previously, we mutated the GG-NER E3 ligase component Rad7 in its SOCS-box domain in a *rad23Δ* background (4). We next performed microarray gene expression analysis of the UV treated wildtype *(pRAD7)* and double mutant strains *(psocsrad23Δ)*. We analysed the UV induced change in gene expression of the RNR pathway, Crt1-regulated and DNA damage checkpoint response genes in each of these strains relative to unirradiated cells. The resulting heat-map is shown in Figure 5A and is expanded to show quantified transcript levels from the microarray data of the genes shown. The data for the *psocs* single mutant showing normal expression and UV induction are included in Supplementary Figure S1. The striking result from these analyses is that the RNR pathway and Crt1 regulated genes, including *DUN1* and *RNR2–4*, which show evidence for being regulated by the Rad4–Rad23 complex in the absence of UV (Figure 4, lane 3), are also dependent on the GG-NER E3 ligase activity for wildtype expression in response to UV radiation (compare Figure 5A, lanes 2 and 3, top panel). The UV induced expression of RNR pathway genes observed in wildtype (*pRAD7)* cells is significantly reduced in the E3 ligase defective *psocsrad23Δ* deleted strain to around 50–70% of wildtype. The *DUN1* and *RNR1* genes encode activators of the RNR pathway and the regulation of their expression in response to UV damage is important (34). In contrast, the DNA damage response genes, including *MEC1*, *TEL1* and *CHK1* in Figure 4, do not reveal a significant role for Rad4–Rad23 or the GG-NER E3 ligase in the regulation of expression of these genes (see Figure 5A, bottom panel). It appears that UV induced *RAD53* expression might be regulated by the GG-NER E3 ligase (Figure 5A, lane 3). However, it should be noted that increased *RAD53* expression is also observed in the *psocsrad23Δ* mutant in untreated cells (Figure 5A lane 1 and Supplementary Figure S1 lane 1). This indicates that *RAD53* expression is elevated in the absence of UV damage due to loss of Rad23. This likely explains the lack of *RAD53* induction in response to UV damage. The expression of other DDR genes such as *RAD9* and *RAD51*, are not significantly affected by Rad4–Rad23 or the GG-NER E3 ligase in response to UV (Figure 5A).

To confirm the microarray results, we performed northern blotting to detect RNA levels in the strains shown. Quantification of northern blot data for all genes listed in Figure 5A is shown in the Table 1. Figure 5B confirms the requirement for the GG-NER E3 ligase in upregulating both *DUN1* and *RNR1* in response to UV radiation as expected. This further emphasizes the role for Rad4–Rad23 and the GG-NER E3 ligase activity in the regulation of UV induced *RNR* and *DUN1* gene expression.

**Table 1.** Quantitative analysis of gene expression as determined by northern blotting for genes shown in figure 5A & B

Gene	*pRAD7* induction level	*psocsrad23Δ* induction level
*RNR1*	11.2	<1
*RNR2*	9.7	5.1
*RNR3*	19.5	10.2
*RNR4*	22.3	14.7
*CRT1*	24.3	26.0
*SML1*	1.8	9.3
*DUN1*	35.3	5.3
*PDS1*	<1	<1
*MEC1*	<1	<1
*RAD53*	7.0	<1
*RAD9*	<1	<1

We also noted that in *psocsrad23Δ* cells, UV irradiation results in elevated levels of *SML1* gene expression (Figure 5A and B). Sml1p is an inhibitor of the RNR enzyme complex and is degraded in response to DNA damage, thus activating the RNR enzyme (35,36). The increased expression of *SML1* in this strain following UV may further inhibit the conversion of NTPs to dNTPs by the RNR pathway.

### Rad4–Rad23 complex gene promoter binding inhibits transcription of UV responsive DDR genes

In an unirradiated *rad4Δrad23Δ* double mutant strain, increased gene expression observed for genes in cluster 2 mimics the UV induced increase in expression of these genes observed in wildtype cells (Figure 2B and C), albeit to a lesser extent. Intriguingly, recent evidence in mouse embryonic stem cells has revealed that XPC-RAD23B, the mammalian homologs of Rad4–Rad23, can regulate gene expression of specific developmental genes as a result of changes in the binding of the complex to transcription factors bound at regulatory elements in the promoter regions of these genes. This suggests a direct role for XPC-RAD23B in regulating gene transcription (29). These observations, together with the presence of STRE sequences in cluster 2 genes, prompted us to speculate that the Rad4–Rad23 heterodimer might also regulate UV induced gene transcription via direct or indirect binding of the complex to regulatory elements within the promoter regions of the UV responsive genes identified in Figure 3 (right panel). To examine this, we measured the occupancy of the Rad4–Rad23 heterodimer in the regulatory regions of the STRE element containing genes *DDR2* and *DUN1*, using chromatin immunoprecipitation (ChIP) and quantitative PCR. As shown in Figure 6A, we found that in unirradiated cells, the Rad4–Rad23 complex occupies the chromatin in the promoter region of *DDR2*. Figure 6A (top panel) indicates the location of three different sets of PCR primers in the proximity of the *DDR2* transcription start site. The lower panel of Figure 6A shows that the highest level of occupancy of Rad23 following ChIP is detected in the region of the STRE containing promoter element as measured by the *DDR2* STRE PCR primer set compared to two other primer sets located either 1kb upstream of the ORF [*DDR2–1k*] or downstream from the *DDR2* promoter [*DDR2+1k*].

**Figure 6.**
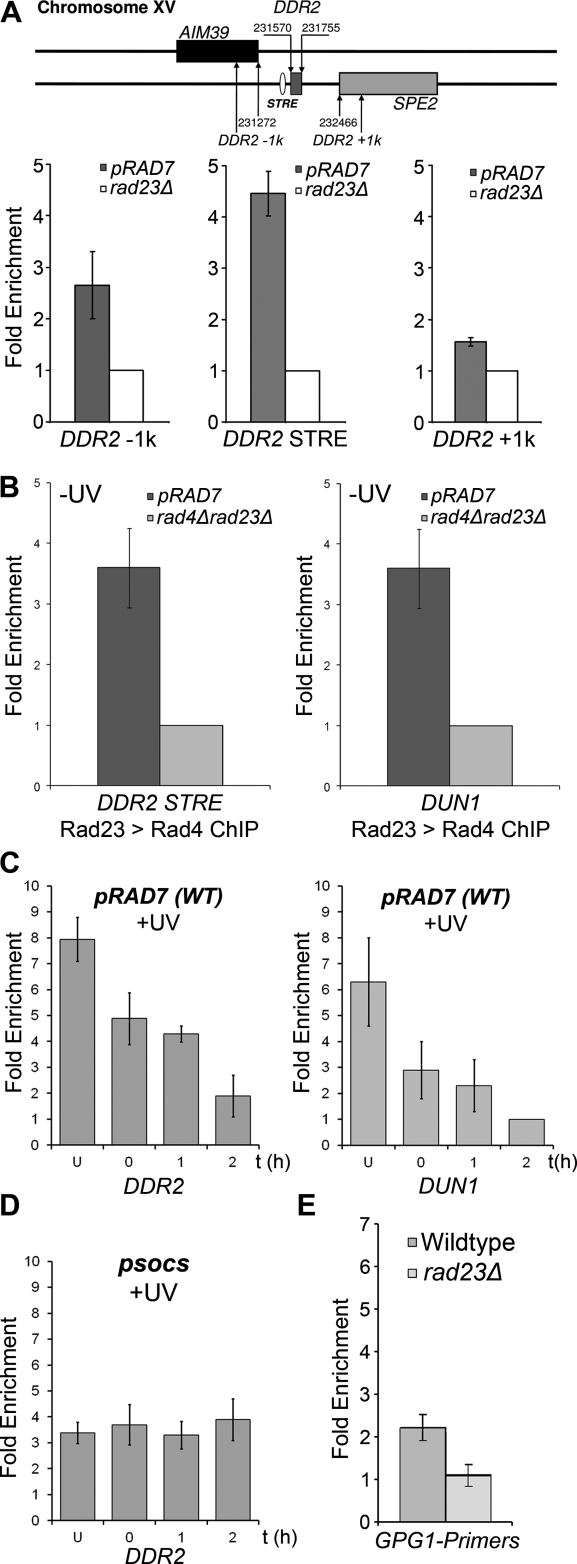
GG-NER E3 ligase dependent Rad4–Rad23 interaction with the promoter regions of the UV induced genes *DUN1* and *DDR2*. (**A**) ChIP-qPCR data of Rad23 interaction with the *DDR2* promoter. Rad23 antibodies were used to immunoprecipitate chromatin bound Rad23. Primer sets covering the STRE and areas 1kb upstream [DDR2–1k] and downstream [DDR2+1k] of the STRE of *DDR2* were used to quantify the relative enrichment of Rad23 (top panel). Rad23 protein occupancy at *DDR2* in absence of UV irradiation is shown in the lower panel, relative to the ChIP performed on *RAD23* deleted cells as a control. (**B**) Rad23 ChIP was subjected to a second round of IP detecting Rad4 as part of the complex interacting with the *DDR2* (right panel) and *DUN1* promoters (left panel). (**C**) Rad4–Rad23 interacts with the *DDR2* and *DUN1* promoters in response to UV. ChIPs were performed of untreated and UV irradiated chromatin from wildtype cells at different times after UV irradiation. (**D**) Rad4–Rad23 occupancy at the *DDR2* promoter in a GG-NER E3 ligase mutant. As panel (C) but for *psocs* cells showing no loss of occupancy of the Rad4–Rad23 complex from the *DDR2* promoter region. (**E**) Rad4–Rad23 does not interact with the *GPG1* gene promoter. The ChIP-qPCR experiment was performed using Rad23 antibody on wildtype and *rad23Δ* chromatin. qPCR analysis of the *GPG1* gene promoter was performed and shows no enrichment compared to background levels detected in a *RAD23* deficient strain. The Rad23 enrichment is relative to the background of the ChIP in *RAD23* deletion extracts set to unity. Data shown here are the average of three independent experiments with the standard deviation indicated by the error bars.

We confirmed that Rad23 binds specifically at the STRE containing promoter region of the *DDR2* gene by examining Rad23 binding in the promoter region of the *GPG1* gene. *GPG1* expression is affected by Rad4–Rad23 as shown in Figure 3 (right panel), but does not contain an STRE element in its promoter sequence. 

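*GPG1* was at 7.07 ± 0.07 (SD, n = 3) on the log2 scale in *rad4Δrad23Δ*, 6.41 ± 0.18 in wildtype, 6.06 ± 0.24 in *rad23Δ* and 6.11 ± 0.44 in *rad4Δ*. The double mutant was higher by 1.01 than *rad23Δ* (standard error 0.19, adjusted p = 0.0354 from limma) and by 0.96 than *rad4Δ* (adjusted p = 0.0445). Against wildtype the difference was 0.66, with a 95% interval from 0.24 to 1.09, and it did not pass over all probe sets (adjusted p = 0.209). Both calls missed when double mutant replicate 3 was left out (adjusted p = 0.172 against *rad23Δ* and 0.207 against *rad4Δ*), and when most of the other single arrays were. Every double mutant array was above each of the other 9 arrays.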

No enrichment for Rad23 in the regulatory region of *GPG1* was detected (Figure 6E).

To examine the occupancy of both Rad4 and Rad23 in unirradiated cells at the promoter of *DDR2* and *DUN1*, we performed a double ChIP experiment, first performing chromatin immunoprecipitation using Rad23 antibodies, followed by a second IP using Rad4 antibodies. Figure 6B confirms the occupancy of both Rad4 and Rad23 at the promoter regions of the *DDR2* [left panel] and *DUN1* genes [right panel], indicating that they bind to the chromatin in the promoter region of these genes as a complex in the absence of DNA damage.

Next we examined the occupancy of the Rad4–Rad23 complex at the promoter regions of *DDR2* and *DUN1* in response to UV radiation. Figure 6C shows the loss of occupancy of Rad23 from the promoter region of both *DDR2* and *DUN1* following UV irradiation during a 2 h period. Our results demonstrate that the UV induced loss of occupancy of Rad4–Rad23 from the promoter regions of the UV responsive genes *DDR2* and *DUN1*, corresponds with an increased expression of these genes after exposure of cells to UV radiation as described earlier.

We then considered how the loss of occupancy of Rad4–Rad23 from the promoter regions of these genes is regulated in response to UV. Ubiquitination of Rad4 by the GG-NER E3 ligase plays an important role in NER and UV survival in a manner dependent on *de novo* protein synthesis (4). Furthermore, here we identify a role for the GG-NER E3 ligase in UV induced gene transcription (Figure 5). We speculated that this E3 ubiquitin ligase regulates the induction of UV responsive genes by controlling the occupancy of the Rad4–Rad23 complex at their promoter regions in response to DNA damage. To test this hypothesis, we measured Rad23 occupancy at the promoter of the *DDR2* gene in a mutant of the GG-NER E3 ligase. We examined events in strains either mutated in the SOCS-box domain of the Rad7 subunit or deleted for the *ELC1* subunit of the E3 ligase (data not shown). Both strains fail to ubiquitinate Rad4 in response to UV radiation (4). We show that, in contrast to wildtype cells, no loss of occupancy occurs for the Rad4–Rad23 from the *DDR2* promoter in response to UV damage in the *psocs* mutated strain (Figure 6D). Failure of these strains to ubiquitinate Rad4 in response to UV prevents the loss of occupancy of the Rad4–Rad23 complex from the promoter. Therefore, GG-NER E3 ligase activity promotes dissociation of Rad4–Rad23 from the promoter after DNA damage, enabling gene expression.

In summary, our results show that in wildtype cells the Rad4–Rad23 complex can act as a repressor of transcription of the *RNR* genes by binding to the chromatin at their promoter regions. Following UV irradiation, the Rad4–Rad23 complex is lost from the promoters of these genes in a GG-NER E3 ligase dependent fashion, facilitating the induction of gene expression.

### The GG-NER E3 ligase promotes increased levels of cellular dNTPs in response to UV damage

The results described suggest that the GG-NER E3 ligase regulates the expression of RNR pathway genes, which control cellular dNTP pools. To ascertain whether this is the case, we measured the cellular dNTP levels of wildtype *(pRAD7)* and GG-NER E3 ligase mutated (*psocsrad23Δ*) strains. We measured average dNTP/NTP ratios, which are indicative of the activity of the RNR pathway, and as expected found similar dNTP levels for the wildtype (*pRAD7)* and E3 ligase mutated *psocs*, and *psocsrad23Δ* strains in the absence of UV irradiation (Figure 7A, −UV), in agreement with our microarray gene expression data (Figure 5A, lane 1). As anticipated, following DNA damage after UV irradiation, the average increase in overall dNTPs 2 h later is readily detectable in both *pRAD7* and *psocs* strains (Figure 7A, +UV). However, in contrast, the *psocsrad23Δ* double mutant strain exhibits lower levels of UV induced dNTP/NTP ratios. To determine whether constitutively activating the RNR pathway by deleting the *SML1* inhibitor of the RNR complex might rescue this phenotype, we created the *psocsrad23Δsml1Δ* strain. As expected we found that the dNTP/NTP ratio in the absence of UV is higher in this strain due to loss of inhibition of the RNR complex (Figure 7A, −UV). Significantly, we observed that the reduced dNTP levels observed in *psocsrad23Δ* cells after UV irradiation are rescued to wildtype levels when the RNR pathway is constitutively activated in the *psocsrad23Δsml1Δ* strain (Figure 7A, +UV). Therefore, the altered regulation of gene expression observed in the *psocsrad23Δ* strain affects the UV induced regulation of the RNR pathway, resulting in reduced dNTP levels observed in response to DNA damage.

**Figure 7.**
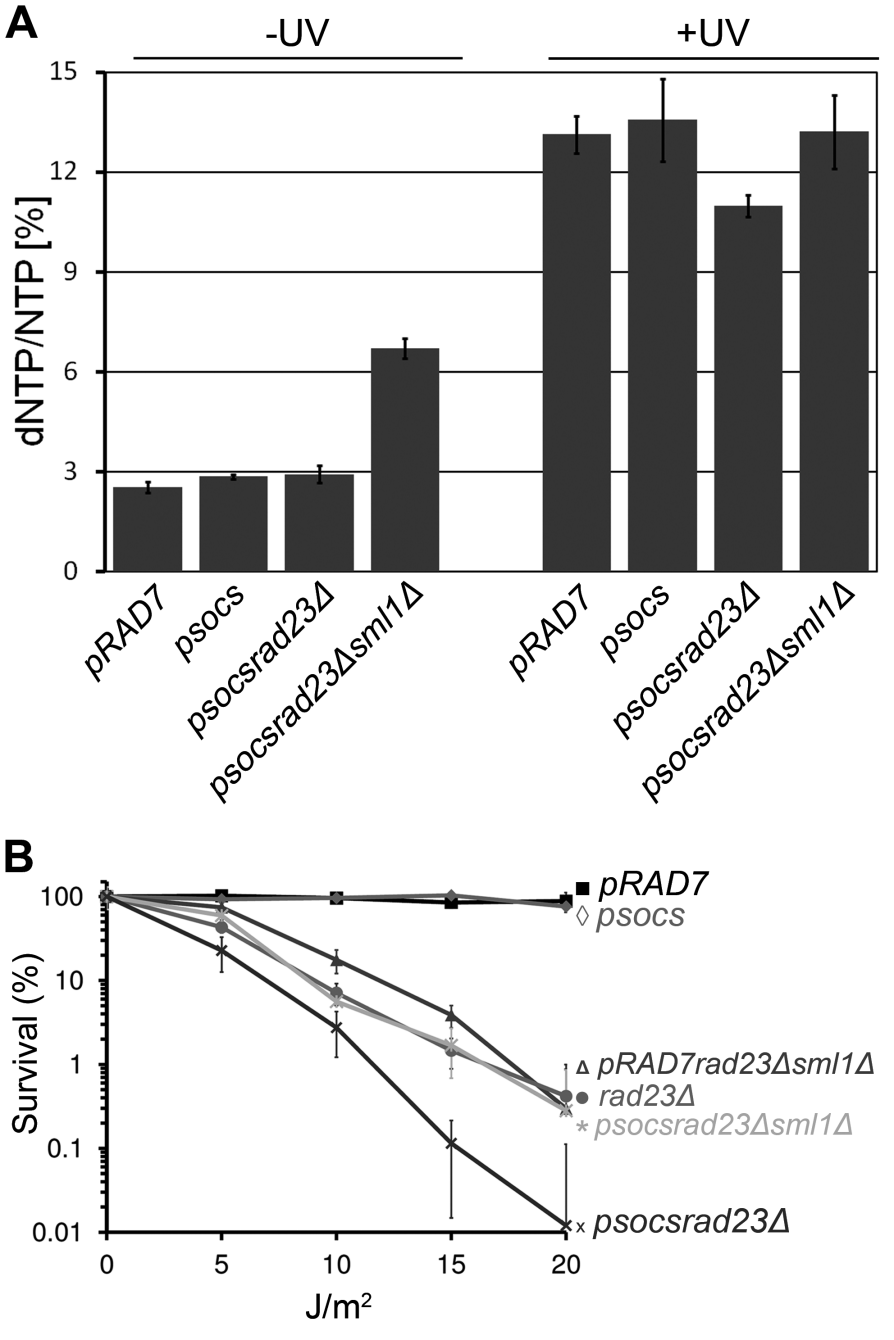
(**A**) The average dNTP/NTP increase in response to UV partly depends on the GG-NER E3 ligase in a *RAD23* deletion background. Concomitant deletion of *SML1* increases the dNTP pool to wildtype level. *pRAD7, psocs, psocsrad23Δ* and *psocsrad23Δsml1Δ* cells were collected and each dNTP/NTP ratio in the presence or absence of UV irradiation was determined by HPLC. The dNTP/NTP ratios depicted are an average of the dCTP/CTP, dTTP/TTP, dATP/ATP and dGTP/GTP ratios as a measure of the cellular dNTP pool for each strain in triplicate. The error bars represent the SEM. (**B**) The UV sensitivity due to altered gene expression in *psocsrad23Δ* mutants can be rescued by derepressing dNTP synthesis. UV survival curves of *psocsrad23Δ* strains rescued by deleting *SML1* are displayed here. Cells of the strains indicated were grown to log-phase and treated with increasing doses of UV radiation. Survival is quantified as colony-growth on YPD plates 2–3 days after UV treatment.

### The GG-NER E3 ligase promotes UV survival by regulating cellular dNTP pools

In order to examine the physiological role of UV induced dNTP pool regulation, we investigated its effect on UV survival. As shown previously, the UV sensitivity of the double mutant *(psocsrad23Δ)* is significantly greater than the *rad23Δ* single mutant, while the single *psocs* mutant is not UV sensitive (4). Based on our results we reasoned that the extreme UV sensitivity of *psocsrad23Δ* cells could be caused in part by the failure to upregulate the expression of the RNR genes, which results in reduced dNTP production following UV irradiation. Therefore, as described in the previous section, we attempted to rescue the UV sensitivity of the *psocsrad23Δ* strain by constitutively increasing the cellular dNTP pools. Therefore we measured UV survival in the *psocsrad23Δsml1Δ* strain. Figure 7B shows that upregulation of dNTP pools in this strain does indeed rescue the UV sensitivity of the *psocsrad23Δ* double mutant. This result confirms that a defective RNR pathway in the absence of GG-NER E3 ligase activity causes the increased UV sensitivity of *psocsrad23Δ* cells.

## DISCUSSION

Cells exposed to DNA damaging agents activate a DNA damage response that allows cells to halt cell-cycle progression, permitting time to repair the damage. Signalling cascades involving post-translational modifications of key regulatory proteins and an extensive DNA damage-induced gene expression programme are processes that underpin this response. It is the interplay between these networks that provide the cell with the opportunity to successfully complete DNA repair and enhance its survival following DNA damage. Current understanding of the DDR and the activation of signalling have mainly been concerned with signal processing within the cascade of protein kinases. However, much less is known about the regulation of gene expression, which ensures the timely production of the proteins that comprise the DDR. Here we describe a mechanism whereby core NER factors directly inhibit the expression of specific DDR genes until their UV-induced removal from the regulatory regions of these genes, ensuring the appropriately timed production of key DDR proteins and the dNTP pools they regulate.

Using microarray gene expression profiling to determine the effect of Rad4–Rad23 and the GG-NER E3 ligase on gene expression in response to DNA damage, we identified a group of genes which are upregulated in response to UV radiation in wildtype cells, and that require Rad4–Rad23 for their inhibition in the absence of DNA damage. This suggests that in undamaged wild type cells, Rad4–Rad23 acts as a repressor of these genes, which become activated in response to exposure of cells to UV radiation. Examination of this group of genes revealed STRE containing and Crt1 regulated genes of the RNR pathway. Using a similar approach, we also identified which of these genes are specifically regulated by the GG-NER E3 ligase via its ubiquitination of Rad4 in response to UV radiation. In summary, the UV induced control of RNR pathway gene expression is misregulated in the absence of this E3 ubiquitin ligase activity due to reduced *DUN1* and *RNR2–4* gene expression and increased expression of *SML1;* the RNR enzyme complex inhibitor (Figure 8).

**Figure 8.**
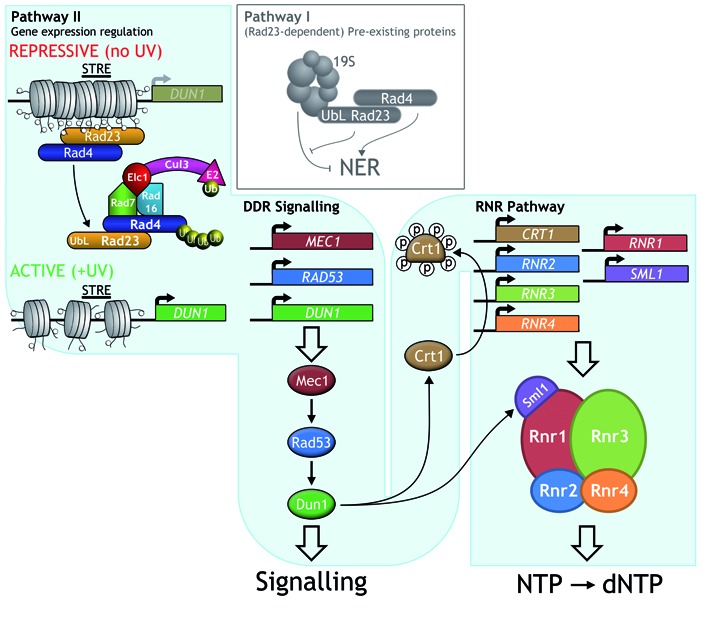
A model for Rad4–Rad23 and GG-NER E3 ligase function in DDR signalling and dNTP synthesis. The top left side and top middle panel of the figure shows the redundant two-pathway NER system as previously described (4). Pathway I involves Rad23 and the 19S proteasome that control NER independently of *de novo* protein synthesis, while Pathway II involves Rad4 ubiquitination by the GG-NER E3 ligase that regulates the gene expression of *DUN1* and *DDR2* and other genes described in this study. Ubiquitination of Rad4 (left panel) drives dissociation of the Rad4–Rad23 complex from the promoter region of STRE containing genes. *DUN1* is shown as an example. This loss of occupancy promotes increased gene expression. This example is specific for the STRE containing *DUN1* gene and other genes from cluster 2 in Figure 3. Rad4–Rad23 binding in the vicinity of the STRE may be direct or indirect. The central signalling cascade of Mec1-Rad53-Dun1 is represented in the middle section, including the *RNR* pathway as an important end-point in the bottom right panel. In response to DNA damage Crt1 is hyperphosphorylated by activated Dun1. Derepression of the *RNR* genes by Rad4–Rad23 and Crt1 results in enhanced expression of these genes and subsequent increase of the cellular dNTP pools. The transcription response of *DUN1* and *RNR1–4* provides downstream substrates for the DDR signalling pathway. How pathway II is activated in response to DNA damage remains to be determined.

We next considered how the Rad4–Rad23 complex controls gene expression by examining its binding to chromatin at the promoter regions of these genes. To investigate this, we measured the occupancy of the Rad4–Rad23 complex at the promoters of these STRE containing genes, including *DUN1* and *DDR2*, using ChIP and qPCR. Because our experiments examine protein interactions in chromatin, we are not able to determine whether the Rad4–Rad23 complex binds directly to the STRE in the gene promoter, or indirectly to the element via the binding of another transcriptional regulator present in the vicinity of the STRE. It is noteworthy that the interaction of the mouse XPC-RAD23B complex to the promoters of the Oct4-Sox2 regulated genes is thought to occur indirectly via protein-protein interaction between the NER complex and Oct4-Sox2 (29). Nevertheless, the results of our experiments explain the function of the GG-NER E3 ligase in controlling the Rad4–Rad23 dependent gene expression of these genes. In the absence of UV damage, we found that Rad4–Rad23 binds to the STRE containing promoter regions and in response to UV radiation, ubiquitination of Rad4 by the GG-NER E3 ligase promotes the dissociation of Rad4–Rad23 from the gene promoters. Loss of occupancy of Rad4–Rad23 from the promoter is necessary but not sufficient for full activation of the UV induced genes investigated.

In addition to *DUN1* and *DDR2* we noted that other genes have similar expression profiles, raising the possibility that these genes also influence dNTP synthesis in a manner yet to be determined. Our findings are consistent with the model shown in Figure 8 in which Pathway II regulates the expression of genes including *DUN1*, a key regulator in the control of the RNR pathway downstream of the central spine of the Mec1-Rad53 signalling pathway. The GG-NER E3 ligase-mediated UV-induced gene transcription regulation promotes the production of the downstream factors required by the DDR, by increasing *DUN1* and *RNR2–4* gene expression following DNA damage. This ensures sufficient production of the protein targets for the upstream members of the DDR signalling pathway to act on (see Figure 8). Activation of the DDR signalling pathway, including Rad53 phosphorylation, is known to be dependent on some level of functional NER. Significantly, the DDR can be triggered in a *rad7Δ* GG-NER mutant, which is partially defective in NER, but not in *rad2Δ or rad14Δ* deleted cells where NER is completely defective (33). This result is consistent with our observations, which show that the gene expression regulated by the GG-NER E3 ligase involves genes acting downstream of Mec1 and Rad53. Furthermore, our data also confirm previous findings (33) that gene expression of the DDR pathway is not constitutively activated in the absence of UV damage when NER function is deleted (see Figure 5A, left panel). This eliminates the possibility that our observations are due to the constitutive activation of the DDR pathway in the absence of damage in *RAD4, RAD23* deleted cells.

Our analysis focuses on the role of Rad4–Rad23 in repressing a subset of UV responsive genes. However, we also identified a group of UV inducible genes that require Rad4–Rad23 for their activation (cluster 1, Figure 2A and B), indicating that the complex may also be an activator of gene expression, consistent with a recent report (28,29). This implies that Rad4–Rad23 may have both positive and negative effects on gene expression.

Our results provide a novel mechanism by which the nucleotide excision repair pathway integrates with the DDR, and demonstrates how core NER factors also regulate the production of dNTPs, the raw materials required for enhanced UV survival. The common initiating event for DDR induction is DNA damage sensing that triggers signalling. Here, we show a mechanism for DNA damage induced gene expression of DDR related genes that can stimulate dNTP synthesis independently from the central kinase cascade of the DDR pathway. Finally, we demonstrate that the physiological significance of this pathway involves increasing dNTP synthesis in response to UV damage, promoting enhanced UV survival.

Future studies will focus on two key areas: firstly, how the GG-NER E3 ligase activity is initiated in response to UV irradiation and secondly, to uncover the mechanism behind the redundancy observed between pathway I and II in order to define the overlapping function of these pathways. One intriguing possibility is that in the presence of Rad23, pathway I may also regulate dNTP pool levels, but in a manner independent of *de novo* protein synthesis.

In conclusion, our results show that GG-NER E3 ligase induced gene expression changes following DNA damage serve to enhance dNTP synthesis, which promotes survival in response to UV radiation.

## ACCESSION NUMBERS

The data sets for the Rad4/Rad23 arrays have accession number GSE11871. The data sets for the psocs/rad23 arrays have accession number GSE23204.

## Supplementary Material

SUPPLEMENTARY DATA

# Supplementary material for: UV induced ubiquitination of the yeast Rad4–Rad23 complex promotes survival by regulating cellular dNTP pools
**Source:** Nucleic Acids Res. 2015 Jul 6;43(15):7360–70. doi: 10.1093/nar/gkv680
**Supplement:** SUPPLEMENTARY DATA

UV induced ubiquitination of the yeast Rad4–Rad23 complex promotes survival by regulating cellular dNTP pools — UV induced ubiquitination of the yeast Rad4–Rad23 complex promotes survival by regulating cellular dNTP pools — SUPPLEMENTARY DATA 

# UV induced ubiquitination of the yeast Rad4–Rad23 complex promotes survival by regulating cellular dNTP pools

## SUPPLEMENTARY DATA

- SUPPLEMENTARY DATA

# Supplementary material for: UV induced ubiquitination of the yeast Rad4–Rad23 complex promotes survival by regulating cellular dNTP pools
**Source:** Nucleic Acids Res. 2015 Jul 6;43(15):7360–70. doi: 10.1093/nar/gkv680
**Supplement:** SUPPLEMENTARY DATA

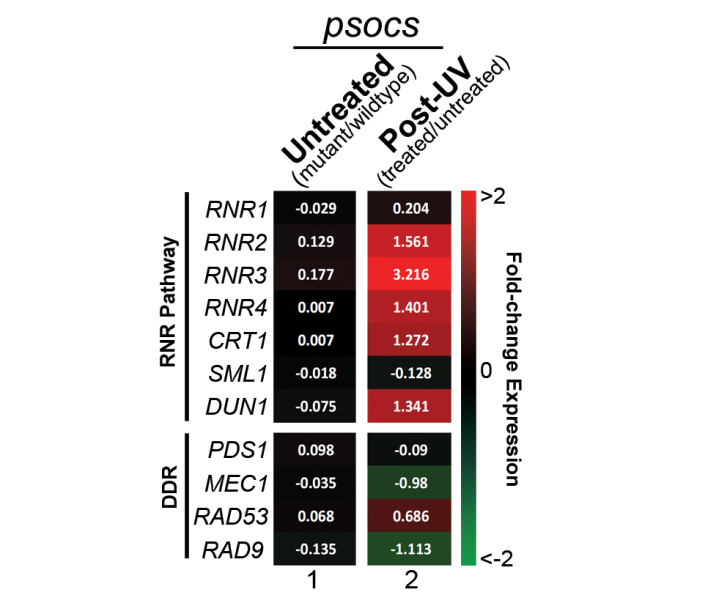

Figure S1 – The GG-NER E3 ligase SOCS box mutation does not affect basal- and DNA damage induced gene expression of Rad4-Rad23 regulated genes by itself. Quantitative representation of a selection of the genes shown in Figure 5 but now showing the UV induced changes to gene expression in the *psocs* strain comparing expression between mutant and wildtype cells (left panel) and treated and untreated *psocs* cells (right panel).

How the deposited data were processed for this re-analysis (not part of the article)

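Gene expression was measured in untreated, logarithmically growing cells of 4 yeast strains, wildtype, *rad4Δ*, *rad23Δ* and *rad4Δrad23Δ*, with 3 Affymetrix yeast S98 arrays per strain. According to the sample descriptions, the authors scanned the arrays with Microarray Suite 5.0 and made the values with the robust multichip average of affy 1.5.8 (Bioconductor 1.5, R 2.0.1), which corrects background, normalizes probe intensities between arrays and summarises each probe set. The values as deposited by the authors are log2 RMA values with 2 decimals, and no filter is stated. No normalization was added. The medians of the arrays lay between 5.83 and 5.90, and centring them would have moved an array by at most 0.04. The arrays of UV-irradiated cells are not among these files, so nothing was computed for irradiated cells.

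Of 9335 probe sets in the file, 60 Affymetrix controls were left out and 9275 were tested, of which 6504 had 1 gene name, 328 had several and 2443 had none. These covered 5656 genes, 315 of them with several probe sets. The model was fitted with limma 3.58.1 in R 4.3.3 to all 12 arrays with 1 mean per strain and no covariate (residual degrees of freedom 8, prior degrees of freedom 4.03). Each mutant was compared with wildtype, the double mutant with each single mutant, and the interaction of both deletions was tested. Every adjusted p in the text is from limma's moderated test after Benjamini-Hochberg adjustment over all probe sets tested, or from limma's camera for lists of genes, adjusted over 31 lists within a comparison. The threshold was 0.05, without a fold minimum. Camera used a preset inter-gene correlation of 0.01. Intervals are 95% intervals of limma. The number of arrays, 3 per strain, limits the precision. An exact permutation test of 3 arrays against 3 cannot give a p below 0.1, so none was used for single genes.

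Genes named in the text are, for each mutant, up to 12 in each direction with the largest changes past the threshold with all 3 mutant arrays beyond all 3 wildtype arrays, and the genes that the paper names. Exceptions are said to have been chosen after their values were seen, or belong to a gene list. The lists, the comparisons and most alternatives were set before the data were examined. They covered scaling of the arrays, dim probe sets, the strains in the fit, the variance model, array weights, thresholds, several probe sets of a gene, replicate number as a block and leaving out each array. Leaving out the arrays labelled wildtype replicate 3 and *rad4Δ* replicate 2 together, and array weights estimated gene by gene, were chosen after the data were seen. No array was given another label. The method was tested on simulated data with 200 changed probe sets in each of 20 simulations, where between 4.5% and 5.4% of calls were false. No genome sequence was at hand, so promoters were not searched for elements.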

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

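The tests of the labels of 2 arrays, of *HXT3* and of the stress-response genes were chosen after the results were seen, whereas the regroupings of the arrays were set before.

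For 8 probe sets the effect of deleting *RAD4* differed between *rad23Δ* and *RAD23* cells in the test of that difference (limma). The double mutant also carries a *HIS3* marker fragment, which the test cannot separate from loss of *RAD4*. The differences on the log2 scale were -4.83 for *PHO84* (adjusted p = 2.16e-04), -2.19 for *HXT3* (adjusted p = 3.52e-04), 1.47 for *NQM1* (adjusted p = 0.00332), 1.21 for *PIR3* (adjusted p = 0.0134), 1.18 for *GRE1* (adjusted p = 0.0226), -0.99 for *URA6* (adjusted p = 0.0226), and 1.70 and 2.25 for 2 probe sets without a gene name (adjusted p = 0.0134 and 0.0226). With 1 of the 12 arrays left out at a time, the calls of *PHO84*, *HXT3* and *NQM1* passed each time. The call of *PIR3* was lost without 4 of the arrays (adjusted p up to 0.0714), those of *GRE1* and *URA6* without 7 (up to 0.105 each), and those of the probe sets without a gene name without 6 and 7 (up to 0.0714 and 0.107). Among 100 regroupings of the 12 arrays, the real one included, 3 gave 8 or more calls. The regroupings mix arrays of all strains, whose other differences are large, so they cannot test the interaction alone. No conclusion on the interaction is drawn from them. The highest count of another regrouping was 98, several times the real count. Which arrays it set together was not kept, and differences between the labelled strains can themselves give such calls. The source of this count is therefore not known.

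A signal appeared in a probe set that the paper does not discuss and for which no gene is named. The mean of the 6 *rad23Δ* and double mutant arrays was 7.49 above the mean of wildtype replicates 1 and 2 on the log2 scale. The array labelled wildtype replicate 3 was at the high level and the array labelled *rad4Δ* replicate 2 at the low level, and the *RAD4* probe set placed both arrays the same way, at 3.42 and 5.47. Noise of the *RAD4* probe set alone is argued against by this separate probe set, in which the array labelled wildtype replicate 3 was 7.49 above the other 2 wildtype arrays. A mixture of RNA from both strains is argued against by the array labelled *rad4Δ* replicate 2, whose linear signal in that probe set was 0.396% of that of the other 2 *rad4Δ* arrays. An exchange of these 2 labels may explain the pattern. Over 38 other probe sets that differed between the remaining arrays, 97.4% were nearer the *rad4Δ* mean on the array labelled wildtype replicate 3, and 5.3% on the array labelled *rad4Δ* replicate 2. Leaving out both arrays gave 40 calls between *rad4Δ* and wildtype, against at most 0 for the 8 other pairs. The values cannot tell where an exchange would have taken place, and all values are reported with the labels as deposited. No biological explanation was tested.

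*HXT3* was far lower in both strains without *RAD23*. Less glucose in their cultures remains open. *HXT1*, which high glucose induces, differed from wildtype by 0.58 in *rad23Δ* (standard error 0.21, adjusted p = 0.539) and by -0.36 in the double mutant (adjusted p = 0.558). In *rad23Δ*, *HXT2* was higher by 1.28, *HXT6* by 1.09, and *HXT7* and *HXT4* by 0.65 each, of which *HXT4* did not pass (adjusted p = 0.0959). *HXT7* (YDR342C) and *HXT6* (YDR343C) lie near *HXT3* (YDR345C), so their rises do not separate glucose from a change at the locus. Of other genes measured there, YDR341C differed by 0.15, *SVF1* by 0.04 and *MRP1* by -0.07 in *rad23Δ*, and none passed (limma, adjusted p of 0.776 or more). An effect of the *RAD23* deletion, with *HXT3* at -5.28 in *rad23Δ* against wildtype, cannot be told apart from a change at the *HXT3* locus carried by the *rad23Δ* strain, from which the double mutant was derived, because there is only 1 strain lineage without *RAD23*. The further change of -2.18 between the double mutant and *rad23Δ* leaves a partial change at the locus open. The deleted *RAD23* had a smaller gap in the same direction, at 3.66 to 3.82 against 4.27 to 4.88. Between these strains *HXT7* differed by 0.11, *HXT4* by 0.04, *HXT6* by -0.07, *HXT2* by -0.73 and *HXT1* by -0.94.

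The STRE list was higher and the ribosome biogenesis list lower in the double mutant than in *rad23Δ*. The median of the ribosome biogenesis list was -0.32 (camera, adjusted p = 1.25e-17, and 0.04 with an estimated correlation). A general stress response or slower growth of the double mutant cultures may therefore account for part of this difference from *rad23Δ*. Adjusted over the list alone, *UTP10*, *MAK16*, *GAR1*, *RLP7*, *IMP4* and *DBP2* differed from *rad23Δ*. In the same way, no member differed between the double mutant and wildtype or *rad4Δ*. If glucose ran out in these cultures, the gluconeogenesis and glyoxylate cycle list was expected to rise at least as much as the STRE list. The list did not, with a median of 0.062, 9 of 14 members positive and members from -0.203 to 0.347. As some members rose, glucose running out remains open. An effect of the Rad4–Rad23 complex on these genes, as the paper proposes, also remains open.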

How the results depend on the processing

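Leaving out the 2 arrays whose labels are in doubt and weights estimated gene by gene were chosen after the results were seen. The counts are of probe sets in the order *rad4Δ*, *rad23Δ* and double mutant against wildtype, double mutant against *rad23Δ* and against *rad4Δ*, and interaction (0, 26, 60, 81, 71 and 8 as reported), with 6 shared in the same direction by *rad23Δ* and the double mutant.

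With median-centring, a further quantile normalization, the dimmest probe sets left out, a variance trend, the mean of a gene's probe sets, a 1.5-fold minimum or the replicate block, each count stayed within 1.5 times, except that the interaction had 13, 14 and 16 calls with median-centring, quantile normalization and the block. Of the 60 calls in the double mutant, between 51 and 59 were kept under median-centring, quantile normalization, the dim filter, the trend and the block. With only the strains compared in the fit, there were 9 calls in *rad23Δ*, 156 between the double mutant and *rad23Δ* and 20 between the double mutant and *rad4Δ*. A 2-fold minimum left 15, 18, 22 and 23 from *rad23Δ* on, and an adjusted p under 0.01 left 8, 24, 17 and 26, with 3 interactions, because both are stricter. An unadjusted p under 0.01 with a 1.5-fold minimum gave 16, 83, 115, 138, 123 and 161, with 15 shared.

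Array weights gave 639, 2357, 2359, 896, 882 and 1016, with 938 shared in the same direction and 66 in opposite directions. Their estimation stopped before convergence, and the array labelled wildtype replicate 1 had a weight of 11.5. Weights estimated gene by gene gave 1, 842, 827, 924, 344 and 332, with 230 shared. Without the 2 arrays in doubt the counts were 40, 61, 73, 125, 116 and 110, with 25 shared. The cause was not tested for these changes.

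With 1 array left out at a time the ranges were 0 to 8, 7 to 23, 17 to 35, 7 to 45, 25 to 68 and 3 to 24, with 4 to 6 shared. The count in *rad4Δ* was 8 without its replicate 1 and 1 without its replicate 3. In *rad23Δ* it fell to 7 and 14 without wildtype replicates 1 and 2, and to 8 and 11 without *rad23Δ* replicates 2 and 3. In the double mutant each array moved it, to 22, 32 and 35 for the wildtype and 23, 19 and 17 for the double mutant replicates 1, 2 and 3. Against *rad23Δ* each moved it too, to 45, 21 and 11 for *rad23Δ* and 23, 19 and 7 for the double mutant, and against *rad4Δ* the double mutant arrays gave 27, 29 and 25. The interaction had 4, 3 and 19 without wildtype replicates 1, 2 and 3, 20 and 24 without *rad4Δ* replicates 1 and 2, 14 and 3 without *rad23Δ* replicates 1 and 3, and 3, 3 and 4 without the double mutant replicates.

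Of the lists, the RNR pathway list no longer passed with an estimated correlation (adjusted p = 0.0514), and passed with 1 array left out (0.00159 to 0.0109). The STRE list (3.86e-15 to 1.46e-11) and the Crt1 list (5.24e-05 to 0.00101) passed with 1 array left out and with an estimated correlation. No result reversed. No chromosome-wide shift passed with the dim filter, with single arrays left out or without the 2 arrays in doubt, the alternatives run for it. The test for STRE elements in promoters, with its alternatives, was not run, as no genome sequence was at hand. For dim probe sets the signal over background limits what can be detected.

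Each comparison of 3 arrays against 3 has 10 splits, too few for a share under 0.05. The counts against the highest of the other splits were 26 against 0, 60 against 0, 81 against 0 and 71 against 0, where 1 split of 10, the real one, called as many. Between *rad4Δ* and wildtype all 10 did, with 0 for the real split and 80 for the highest other, which set the array labelled *rad4Δ* replicate 2 with wildtype replicates 1 and 2 and points to a structure of the arrays.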

Differences from the paper's values

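Leaving out the 2 arrays whose labels are in doubt and array weights estimated gene by gene were chosen after the values were seen. The paper's text names neither the test nor the threshold behind its counts, and its counts are of genes where those here are of probe sets.

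The paper's count of genes altered in *rad23Δ* is 44, and 26 probe sets were called here. The 26 covered 7 named genes that were higher and 10 that were lower. Of the alternatives set before the data were examined, a further quantile normalization came within 1.5 times the paper's value, with 33. The others did not: median-centring gave 27, the dim filter 24, only the strains compared 9, the variance trend 24, array weights 2357, a 1.5-fold minimum 26, a 2-fold minimum 15, an unadjusted p under 0.01 with a 1.5-fold minimum 83, an adjusted p under 0.01 8, the mean of a gene's probe sets 29, the replicate block 25, and leaving out 1 array between 7 and 23. The count was 61 without the 2 arrays in doubt, an alternative chosen after seeing the values.

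The paper's count for *rad4Δ* is 5, and 0 were called here by limma, with 386 at an unadjusted p under 0.05. No alternative came within 1.5 times the paper's value. Array weights gave 639, an unadjusted p under 0.01 with a 1.5-fold minimum gave 16, leaving out *rad4Δ* replicate 1 gave 8, leaving out *rad4Δ* replicate 3 gave 1, and the other alternatives set before the data were examined gave 0. Of those chosen after seeing the values, weights estimated gene by gene gave 1 and leaving out the 2 arrays in doubt gave 40.

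The paper's overlap between *rad23Δ* and the double mutant, which its text gives in words, is about 11 in Fig. 1B, read by eye, and 6 probe sets were called in both here. Quantile normalization gave 8 and an unadjusted p under 0.01 with a 1.5-fold minimum gave 15, both within 1.5 times the paper's value. The others did not come within it: median-centring, the dim filter, the 1.5-fold minimum and the mean of a gene's probe sets gave 6, the variance trend, only the strains compared and the replicate block 5, the 2-fold minimum and an adjusted p under 0.01 4, array weights 1004 (938 of them in the same direction), and leaving out 1 array between 4 and 6. Leaving out the 2 arrays in doubt, an alternative chosen after seeing the values, gave 25.

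For the double mutant, the paper's count is 90 genes and 60 probe sets were called here, within 1.5 times across these unlike units. The 60 covered 27 named genes that were higher and 17 that were lower. Of the other called probe sets, 5 were shared by several genes and 8 had no gene name. The fit of only the strains compared gave 90. Median-centring and the variance trend (62 each), quantile normalization (80), the dim filter and the mean of a gene's probe sets (69 each), the replicate block (64) and an unadjusted p under 0.01 with a 1.5-fold minimum (115) also came within 1.5 times. The 1.5-fold minimum (52), the 2-fold minimum (18), an adjusted p under 0.01 (24), array weights (2359) and each fit with 1 array left out (17 to 35) did not. Leaving out the 2 arrays in doubt, an alternative chosen after seeing the values, gave 73.

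The paper states that *DUN1*, the *RNR* genes and other Crt1-regulated genes are raised in the double mutant without UV. Of 6 genes of the RNR pathway in Fig. 4, 5 had a higher mean than wildtype and 0 were called by limma, with 3 at an unadjusted p under 0.05. *RNR1* differed by -0.02. Of 9 Crt1-regulated genes, 8 had a higher mean, 0 were called and 5 had an unadjusted p under 0.05. With array weights, *DUN1*, *RNR2*, *RNR3*, *RNR4*, *HUG1*, *CRT1* (*RFX1*), *YLR345W* and *GPG1* were called higher. These weights, whose estimation stopped before convergence, called 2359 probe sets in all, and called the checkpoint gene *MRE11* lower (-0.18, adjusted p = 0.0366). *HUG1* was also called with median-centring (adjusted p = 0.0325), quantile normalization (0.0218), the dim filter (0.0491) and the replicate block (0.0349), against 0.0546 as reported. Of the other genes labelled in the right panel of Fig. 3, *GND2* was called against wildtype with median-centring, quantile normalization and array weights, and *NCA3*, *CIN5*, *DDR2* and *YGP1* with array weights.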

Other observations

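These values were chosen for report after they were seen, while the lists they belong to were fixed before.

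Of 23 heat shock chaperone genes, 23 had a higher mean in the double mutant than in wildtype, with a median log2 difference of 0.26 (camera, adjusted p = 5.76e-12, and 0.0405 with an estimated correlation). The list was also higher in *rad23Δ*, with a median of 0.22 (camera, adjusted p = 1.06e-05, and 0.263 with an estimated correlation), and in *rad4Δ*, with 0.16 (0.00521, and 0.755 with an estimated correlation). Between the double mutant and *rad23Δ* its median was 0.08 (0.00275, and 0.297 with an estimated correlation). *CUR1* and *HSP82* were called over all probe sets, and 9 were higher when adjusted over the list alone. With 1 array left out at a time, *CUR1* missed the threshold without each array but wildtype replicate 3 (adjusted p up to 0.0906, without double mutant replicate 1), and *HSP82* without wildtype replicate 1 (0.0502) and without double mutant replicates 1, 2 and 3 (0.056, 0.0538 and 0.0763). Of 18 genes of ubiquitin and proteasome shuttle factors, *RPN4* was called higher, a call that missed without each of the 6 arrays in turn (adjusted p up to 0.225), and the list had a median of 0.14 (camera, adjusted p = 0.0011, and 0.0405 with an estimated correlation). The phosphate regulon list had a median of -0.56 (camera, adjusted p = 1.42e-07) and did not pass with an estimated correlation (adjusted p = 0.176).

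In *rad23Δ*, 12 haploid-specific mating genes were all below wildtype in their means, with a median of -0.24 (camera, adjusted p = 1.06e-05, and 0.0264 with an estimated correlation). *PRM1* was called lower over all probe sets, and missed without wildtype replicate 1 (adjusted p = 0.0518).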
